# Gene expression and biological processes influenced by deletion of *Stat3 *in pulmonary type II epithelial cells

**DOI:** 10.1186/1471-2164-8-455

**Published:** 2007-12-10

**Authors:** Yan Xu, Machiko Ikegami, Yanhua Wang, Yohei Matsuzaki, Jeffrey A Whitsett

## Abstract

**Background:**

The signal transducer and activator of transcription 3 (STAT3) mediates gene expression in response to numerous growth factors and cytokines, playing an important role in many cellular processes. To better understand the molecular mechanisms by which *Stat3 *influences gene expression in the lung, the effect of pulmonary epithelial cell specific deletion of *Stat3 *on genome wide mRNA expression profiling was assessed. Differentially expressed genes were identified from Affymetrix Murine GeneChips analysis and subjected to gene ontology classification, promoter analysis, pathway mapping and literature mining.

**Results:**

Total of 791 mRNAs were significantly increased and 314 mRNAs were decreased in response to the deletion of *Stat3*^Δ/Δ ^in the lung. STAT is the most enriched cis-elements in the promoter regions of those differentially expressed genes. Deletion of *Stat3 *induced genes influencing protein metabolism, transport, chemotaxis and apoptosis and decreased the expression of genes mediating lipid synthesis and metabolism. Expression of *Srebf1 *and *2*, genes encoding key regulators of fatty acid and steroid biosynthesis, was decreased in type II cells from the *Stat3*^Δ/Δ ^mice, consistent with the observation that lung surfactant phospholipids content was decreased. *Stat3 *influenced both pro- and anti-apoptotic pathways that determine cell death or survival. *Akt*, a potential transcriptional target of *Stat3*, was identified as an important participant in *Stat3 *mediated pathways including Jak-Stat signaling, apoptosis, Mapk signaling, cholesterol and fatty acid biosynthesis.

**Conclusion:**

Deletion of *Stat3 *from type II epithelial cells altered the expression of genes regulating diverse cellular processes, including cell growth, apoptosis and lipid metabolism. Pathway analysis indicates that STAT3 regulates cellular homeostasis through a complex regulatory network that likely enhances alveolar epithelial cell survival and surfactant/lipid synthesis, necessary for the protection of the lung during injury.

## Background

The signal transducers and activators of transcription (STATs) were initially identified as a family of latent cytoplasmic transcription factors that are activated by various cytokines, growth factors and other stimuli, and phosphorylated by many protein kinases [1-4]. In response to various stimuli, STAT family members are phosphorylated by receptor associated kinases, form homo- or heterodimers and are translocated to the cell nucleus where they activate transcription [5]. Recent studies also support the role of unphosphorylated STAT3 that accumulates in nucleus and activates transcription by binding to NFkappaB [6]. STAT3 regulates a variety of biological processes, functioning at both transcriptional and non-transcriptional levels to influence cell growth, survival and metabolism. Its capacity to induce cell transformation and tumorigenesis makes it a potential therapeutic target for various cancers [7,8].

Systemic deletion of *Stat3 *is embryonic lethal in the mouse, indicating its important role in embryogenesis [9]. Biological roles of STAT3 in various organs and cells have been studied *in vitro *as well as cell specific deletion in the mouse *in vivo*. The biological consequences of *Stat3 *deletion are surprisingly diverse and sometimes contradictory. For example, cardiomyocyte-specific STAT3 deficiency caused cardiac fibrosis and heart dysfunction with advanced age [10]. Hepatic cell specific deletion of *Stat3 *caused insulin resistance associated with increased expression of gluconeogenic genes [11]. Conditional ablation of *Stat3 *in respiratory epithelium of the mouse (*Stat3*^Δ/Δ ^mice) did not alter lung morphogenesis or function but enhanced susceptibility to hyperoxia and adenoviral induced lung injury whereas overexpression of Stat3C (a constitutive active form of STAT3) in pulmonary epithelium protects against hyperoxic lung injury, suggesting that STAT3 is required for the maintenance of surfactant homeostasis and lung function during injury [12-14]. While STAT3 has been proposed as an anti-apoptotic protein through the induction of survival genes such as Bcl2-like 1(*Bcl-X) and *B-cell leukemia/lymphoma 2 *(Bcl-2)*, STAT3 also exerts pro-apoptotic effect through the regulation of insulin-like growth factor binding protein 5 (IGFBP-5) to modulate mammary epithelial apoptosis [4,15]. STAT3 is abundantly and ubiquitously expressed in many tissues and distributed between the cell cytosol and nucleus. A direct effect of non-phosphorylated, cytoplasmic STAT3 on cell motility was reported recently through direct protein-protein interactions [16], indicating a non-transcriptional function of STAT3.

The functions of STAT3 vary in different cellular and physiologic contexts, influencing diverse gene targets by interaction with other proteins and genes. The diversity of STAT3 functions indicate that STAT3 is involved in complex genetic networks to maintain cellular homeostasis rather serving a singular role in acute phase responses as initially defined. In the present study, we sought to systemically study the role of STAT3 in pulmonary epithelial cell homeostasis. Using knowledge based gene expression profiling approaches and a conditional system that selectively deleted *Stat3 *in the respiratory epithelium; we identified a large STAT3-dependent network that influences a wide variety of biological processes in type II alveolar cells in the lung.

## Results and Discussion

### Identification of differentially expressed genes in alveolar type II epithelial cells from Stat3^Δ/Δ ^mice

In previous studies Stat3 mRNA and protein expression were markedly reduced in Type II cells isolated from *Stat3*^Δ/Δ ^mice, being less than 10% of control levels [12]. 

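Alveolar type II cells, which make and secrete surfactant, were compared between Stat3Δ/Δ mice and littermate controls. Of 4 probe sets for Stat3, the targeted gene, 2 lay lower on 3 of 3 Stat3Δ/Δ arrays than on every control array, and neither passed the FDR. The dimmer of these had a log2 fold change of -0.80 (standard error 0.25, adjusted p = 0.501 from limma over all probe sets), and the brighter, which is the brightest of the 4, gave -0.71 (standard error 0.26, adjusted p = 0.533). Within the 3 arrays that share a leading title number they gave -0.72 and -0.54. The other two gave -0.047 and 0.60, and where the 4 lie relative to the deleted exon 21 was not analysed here. The mice were 8 weeks old, and their dams had received 625 mg/kg doxycycline in the food from embryonic day 0 to postnatal day 25. Cells of 3 mice were pooled for each RNA, and each of 3 Stat3Δ/Δ pools and 3 control pools was hybridized to its own MOE430 array. The deposited values are linear signals that the authors made with Affymetrix Microarray Suite 5.0, scaled on each array to a trimmed mean of 1500; the RMA values of the paper were not used here. Median signals were 381.2, 348.7 and 337.7 on the Stat3Δ/Δ arrays of pools 1 to 3 and 282.8, 308.3 and 360.5 on the control arrays of pools 1 to 3. A pseudocount of 69.9, the 20th percentile of all signals, was added, log2 was taken, the arrays were quantile normalized, and limma was fitted to 45037 probe sets. Fold changes are therefore on the log2(signal + 69.9) scale, which understates the change of dim genes, and the number of arrays limits the precision. Each of 18193 genes was represented by its probe set with the highest mean. The sample titles carry a leading number that is shared by Stat3Δ/Δ pools 1 and 2 and control pool 3, is another for control pools 1 and 2 and differs again for Stat3Δ/Δ pool 3. What it stands for is not given in the sources used here, and values within the 3 arrays that share it are given beside many of the results. The log2 ratio of the 3' to the 5' control probe sets, a measure of RNA integrity, was 0.39 ± 0.046 (SD, n = 3) for Actb in Stat3Δ/Δ cells and 0.64 ± 0.17 (SD, n = 3) in control cells. For Gapdh it was -0.41 ± 0.099 and 0.020 ± 0.26. Both differences had p = 0.1 in an exact two-sided permutation test, the smallest p that 3 pools against 3 allow.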

To identify the RNAs influenced by the conditional deletion of *Stat3*^Δ/Δ^, RNAs isolated from alveolar epithelial type II cells of control and *Stat3*^Δ/Δ ^mice were compared using Affymetrix murine genome MOE430 gene chips. The complete dataset can be found at Gene Expression Omnibus (GEO) [17]; Accession no. GSE6846. Total of 1105 genes were identified as significantly altered using the criteria described in Method. Among them, 791 mRNAs were increased and 314 mRNAs were decreased in response to the deletion of *Stat3*^Δ/Δ ^in the lung (Additional file 1). 

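In the processed signals, the mRNA of Iigp1, an interferon-inducible GTPase, and of the cDNA BC023105 rose in Stat3Δ/Δ cells, and no gene fell, at the paper's thresholds of p at most 0.05, FDR at most 10% and a fold of at least 1.5. Iigp1 had a log2 signal of 13.44 ± 0.38 (SD, n = 3 pools) in Stat3Δ/Δ cells and 10.48 ± 0.23 (SD, n = 3) in control cells, and its log2 fold change was 2.97 (standard error 0.29, adjusted p = 0.052 from limma). BC023105, named here after its value was seen, changed by 4.52 (standard error 0.36, adjusted p = 0.0202 from limma). Its signal is low in control cells, so the size of its change depends on the pseudocount, from 3.43 with the pseudocount at the median signal to 5.09 with none. Both genes were higher on 3 of 3 Stat3Δ/Δ arrays than on any control array, and within the arrays that share a leading title number their log2 fold changes were 3.04 and 5.17. With any of Stat3Δ/Δ pools 1 and 2 and control pools 1 to 3 left out, and with the leading title number as a fixed block, no gene passed; without Stat3Δ/Δ pool 3 both did. Over probe sets, 1 was called higher and 0 lower by limma, and 3807 (8.45%) had an unadjusted p of at most 0.05. The methods' t-test called none. The paper also selected mRNAs that changed in multiple probe sets without the FDR. At p at most 0.05 and a fold of at least 1.5 without FDR, 1865 probe sets were higher and 1902 lower, 49.5% of them higher; with no normalization between arrays the share was 62.8% and with arrays centred on their medians 40.2%. Over genes, each by its brightest probe set, 391 were higher and 1009 lower at these thresholds. The balance was reversed among the genes' other probe sets, with 974 higher and 569 lower. Probe sets that name no gene gave 461 and 294, and those that name several 39 and 30. The excess of falls thus belongs to the brightest probe sets. Whether RNA integrity bears on this balance was not tested. Without the third pool of each group, no probe set passed the FDR and 7043 had a p of at most 0.05, an alternative chosen after seeing the data. The median log2 fold change of all genes was -0.085. Among markers of other cells that an isolate can hold, those of ciliated cells had a median of -0.89, those of fibroblasts -0.80, of mesothelial cells -0.78 and of airway secretory cells -0.51, while those of alveolar macrophages had 0.59 and of neutrophils 0.48. From its lists of increased and decreased mRNAs (Additional file 1), the paper reasons through over-represented functions, promoter elements and pathways to a regulatory network in type II cells, in which STAT3 likely interacts with AKT and FOXA2 in cell survival and in cholesterol and fatty acid synthesis.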

Changes in mRNA expression of a subset of genes including *Malt1, Rnt4, Reg3g, Bcl2l1, Cds2, Cdipt, Fasn, Acox2, Akt2, Gpam, Foxj1, Abca3, Srebf1, Srebf2 and Scap *were validated by real-time RT-PCR. 

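Reg3g, a secreted antibacterial lectin, was the most reduced of the 14 genes of Table 1, and 13 of the 14 had a log2 fold change below 0. The log2 signal of Reg3g was 10.54 ± 1.15 (SD, n = 3 pools) in Stat3Δ/Δ cells and 12.44 ± 0.44 (SD, n = 3) in control cells, a log2 fold change of -1.90 (standard error 0.55, adjusted p = 0.517 from limma). Acox2, an oxidase of branched fatty acids and bile acid intermediates, gave -1.04 (standard error 0.32, adjusted p = 0.532 from limma), and Akt2, a kinase of the PI3K pathway, gave -0.75 (standard error 0.25, adjusted p = 0.541 from limma). These 3 genes, Gpam, Abca3, Cds2, Cdipt, Fasn and Bcl2l1 lay lower on 3 of 3 Stat3Δ/Δ arrays than on every control array. Foxj1, the transcription factor of ciliated cells, also measured by RT-PCR but not in that table, gave -1.06 (standard error 0.35, adjusted p = 0.537 from limma). Malt1 gave 0.64 for its brightest probe set and up to 1.28 over 3 probe sets. Rtn4, an endoplasmic reticulum protein, gave -0.049, with its 5 probe sets from -0.32 to 1.16. Over all genes none of the 14 passed the FDR, and adjusted over the list alone 5 were lower and none higher; the study chose the list on these pools, so this is not independent evidence of its direction. That count was 0 without Stat3Δ/Δ pool 1, Stat3Δ/Δ pool 2, control pool 1 or control pool 3, 2 without control pool 2 and 10 without Stat3Δ/Δ pool 3, 2 with the leading title number as a fixed block and 2 with the replicate block. The list's median was -0.51, -0.72 within the shared leading title number and -0.26 for Stat3Δ/Δ pool 3 less control pools 1 and 2.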

Genes cross validated by RT-PCR are listed in Table 1 and indicated by asterisks (*) in Additional file 1.

**Table 1:** Comparison of mRNAs by RT-PCR and RNA microarray

GENE	RT-PCR	Microarray	P-Value for RT-PCR	Gene Name
Malt1	3.5	6.27	< 0.050	Mucosa associated lymphoid tissue lymphoma translocation gene 1
Rtn4	2.7	4.86	< 0.050	reticulon 4
Reg3g	-5.5	-6.02	< 0.050	regenerating islet-derived 3 gamma
Bcl2l1	-1.2	-1.54	0.053	Bcl2-like 1
Akt2	-1.5	-1.58	< 0.050	thymoma viral proto-oncogene 2
Abca3	-2.4	-1.59	< 0.050	ATP-binding cassette, sub-family A (ABC1), member 3
Scap	-1.4	-1.58	< 0.050	SREBP cleavage activating protein
Srebf1	-1.4	-1.69	< 0.050	sterol regulatory element binding factor 1
Srebf2	-1.3	-1.50	0.080	sterol regulatory element binding factor 2
Cdipt	-1.8	-1.54	< 0.001	CDP-diacylglycerol--inositol 3-phosphatidyltransferase
Fasn	-1.7	-1.57	< 0.001	fatty acid synthase
Acox2	-1.5	-1.67	< 0.001	acyl-Coenzyme A oxidase 2
Cds2	-2.1	-1.78	< 0.001	CDP-diacylglycerol synthase (phosphatidate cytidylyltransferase)
Gpam	-1.5	-1.54	< 0.001	glycerol-3-phosphate acyltransferase

Note: Fold change of mRNA in *Stat3*^Δ/Δ ^mice to control is shown.

### Functional classification of differentially expressed genes revealed the dysregulation of various biological processes in type II epithelial cells from Stat3^Δ/Δ ^mice

Differentially expressed genes were classified according to Gene Ontology (GO) classification on Biological Process. The Fisher Exact Test was used to calculate the probability of each category that was overrepresented in the selected list using the entire MOE430 mouse genome as reference dataset. 

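All 17 measured genes of cholesterol synthesis had a log2 fold change below 0 in Stat3Δ/Δ cells, with a median of -0.48. None of them passed the FDR, and as a list they passed camera with a preset but not with an estimated correlation (adjusted p = 0.292). The median of 20 genes of fatty acid synthesis and desaturation was -0.35, and 18 of them lay below 0; with 1 pool left out it ran from -0.49 to -0.19. Chemokines and their receptors, 39 genes of leukocyte chemotaxis, had a median of 0.32, with 29 above 0. With 1 pool left out the median of this list ran from 0.17 to 0.54. The T cell attractant Ccl17 (1.78), the chemokine receptor Cxcr6 of T cells (1.33) and the monocyte attractant Ccl8 (1.29), named after their values were seen, had its highest values. Markers of macrophages lay above 0 too, with a median of 0.59, and those of lymphocytes with 0.32. Within the shared leading title number these were 0.48 and 0.021, and without Stat3Δ/Δ pool 2 0.36 and 0.11. In camera with a preset correlation the cholesterol list passed (adjusted p = 1.4e-05; adjusted p = 0.292 with an estimated correlation). The chemokine list passed likewise (adjusted p = 8.9e-07; adjusted p = 0.292 with an estimated correlation), and the fatty acid list too (adjusted p = 0.0145; adjusted p = 0.46 with an estimated correlation), though not with some of the pools left out (adjusted p up to 0.105). No member of the 3 lists passed the FDR over all genes; adjusted over the list alone, 4 chemokine genes were higher, 2 fatty acid genes lower and 0 cholesterol genes, of which 4 had an unadjusted p of at most 0.05. With 1 pool left out in turn these counts ran from 0 to 5 for chemokines, 0 to 5 for fatty acid and 0 to 3 for cholesterol synthesis, and with the leading title number as a fixed block they were 3, 0 and 0. Within the shared leading title number the medians were -0.62 for cholesterol, -0.34 for fatty acid synthesis and 0.49 for chemokines. The median of 35 proteasome subunits was 0.073 (adjusted p = 0.0246 with a preset correlation and adjusted p = 0.594 with an estimated correlation). Within the shared number it was 0.19, and with that number as a fixed block camera with a preset correlation gave an adjusted p of 0.00785. Of the 49 genes of vesicle and protein transport the median was 0.057 (adjusted p = 0.0246 with a preset correlation and adjusted p = 0.292 with an estimated correlation). With arrays centred on their medians both turn below 0, to -0.092 and -0.092. The proteasome median also turns below 0 with array weights (-0.011), without Stat3Δ/Δ pool 3 (-0.023) and without control pool 3 (-0.054). Neither list passes camera with some of the pools left out (adjusted p up to 0.38 and 0.141). Whether either list shifted is not decided, since the signs and the tests depend on the setting.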

Deletion of *Stat3 *from type II cells significantly induced the genes involved in protein metabolism, protein transport, chemotaxis and apoptosis and decreased the expression of genes in lipid synthesis and metabolism (Table 2).

**Table 2:** Functional Classification of Genes Differentially Expressed in *Stat3*^Δ/Δ ^mice

GO Classification of Genes Up-regulated in *Stat3*^Δ/Δ ^mice			
*Term*	*Count*	*%*	*PValue*

Biopolymer modification	115	13.94	7.30E-13
Cellular protein metabolism	164	19.88	5.83E-10
Protein transport	52	6.30	2.49E-07
Phosphate metabolism	62	7.52	3.31E-07
Chemotaxis	17	2.06	1.38E-06
Protein kinase cascade	24	2.91	6.83E-06
Apoptosis	40	4.85	1.69E-05
Regulation of apoptosis	29	3.52	4.93E-05
Positive regulation of cellular metabolism	25	3.03	9.95E-05
Cell migration	19	2.30	2.26E-03
Transcription	106	12.85	2.64E-03

GO Classification of Genes Down-regulated in *Stat3*^Δ/Δ ^mice			

*Term*	*Count*	*%*	*PValue*

Cellular lipid metabolism	33	9.97	3.60E-13
Lipid biosynthesis	21	6.34	3.59E-11
Sterol metabolism	10	3.02	2.96E-07
Fatty acid metabolism	14	4.23	5.35E-07
Steroid metabolism	12	3.63	6.83E-06
Carboxylic acid metabolism	18	5.44	5.84E-04
Coenzyme metabolism	10	3.02	2.51E-03
Cellular carbohydrate metabolism	12	3.63	3.98E-03
Electron transport	14	4.23	2.64E-02
Phosphate metabolism	21	6.34	3.27E-02

Note: Gene Ontology Analysis was preformed using public available web-based tool DAVID [81]. Overrepresented biological processes were selected at the threshold of Fisher Exact Test P-Value ≤ 0.05 and minimum gene counts belonging to an annotation term ≥ 2%.

### Promoter analysis identified putative common regulators of the differentially expressed genes

To identify putative common transcription factors regulating the type II cell responses to *Stat3 *deletion, promoter region (-2kb to exon1) of differentially expressed genes were searched for overrepresented cis-elements using MatInspector (Genomatix) vertebrate matrix library. In compare with the sequence of random chosen gene promoters, the cis-elements significantly enriched in the promoter region of differentially expressed genes were selected based on a binomial probability calculation and their percentage frequency in our selected gene list (Adjusted p Value < 0.001 and frequency > 50 %). STAT, EGRF, AHRR, SP1F, ZF5F, E2FF, HIFF, SREB and AP2F were the most overrepresented cis-elements and may therefore mediate changes in gene expression in cells from *Stat3*^Δ/Δ ^mice (Table 3). The finding that STAT was the most enriched cis-elements indicated the identification of a sub-group of potential direct transcriptional targets of *Stat3 *in lung epithelial cells. 

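Srebf1 and Srebf2 encode the transcription factors that switch on fatty acid and sterol synthesis. The log2 signal of Srebf1 was 13.46 ± 0.65 (SD, n = 3 pools) in Stat3Δ/Δ cells and 13.98 ± 0.17 (SD, n = 3) in control cells, a log2 fold change of -0.52 (standard error 0.35, adjusted p = 0.769 from limma). Srebf2 had 12.52 ± 0.48 (SD, n = 3 pools) in Stat3Δ/Δ cells and 12.70 ± 0.089 (SD, n = 3) in control cells, a log2 fold change of -0.17 (standard error 0.30, adjusted p = 0.917 from limma). Stat3Δ/Δ pools 1 and 2 lay lowest for both genes, while Stat3Δ/Δ pool 3 lay 0.26 above control pools 1 and 2 for Srebf1 and 0.34 above them for Srebf2. Within the arrays that share a leading title number, Srebf1 gave -1.03 and Srebf2 gave -0.38. Neither difference passed the FDR, and the spread between the Stat3Δ/Δ pools was wider than that between the controls.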

Sterol regulatory element binding factors (*Srebf1 and 2*, known as important transcriptional regulators of fatty acid and steroid biosynthesis), were significantly decreased in *Stat3*^Δ/Δ ^mice. The SREB binding site was overrepresented in differentially expressed genes indicating that it is a potential regulator of the lipid metabolism pathways altered in *Stat3*^Δ/Δ ^mice. Other significantly enriched TFBS include SP1F and HIFF. STAT3 and SP1 function cooperatively to activate the C/EBP promoter, the SP1 site being required for IL-6 induction and transactivation by STAT3 [18]. HIF1A, SP1, SMAD3 AND SMAD4 can form multifactor complex, regulating VEGF and erythropoietin gene transcription through functional cooperation and association [19-21]. 

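Klf5, a zinc finger factor of epithelial growth, had a log2 fold change of 0.38 (standard error 0.27, adjusted p = 0.772 from limma). Its log2 signal was 14.51 ± 0.18 (SD, n = 3 pools) in Stat3Δ/Δ cells and 14.13 ± 0.31 (SD, n = 3) in control cells. Hif1a, the oxygen-regulated subunit of hypoxia-inducible factor, gave 0.24 (standard error 0.31, adjusted p = 0.875 from limma). Smad3 and Smad4, which carry TGF-beta signals, gave -0.11 and 0.023, and Smad4 turned to -0.20 with arrays centred on their medians. The 4 probe sets of Hif1a ran from -0.070 to 1.55, the 3 of Klf5 from -0.56 to 0.96 and the 3 of Smad3 from -0.11 to 1.23, while the 3 of Smad4, from 0.023 to 0.63, all lay above 0. In Stat3Δ/Δ pool 3 less control pool 3, which carry different title numbers, Hif1a was -0.52 and Klf5 0.66. None of the 4 genes passed the FDR. Of 10 transcription factors the study names, 5 lay above 0 and 5 below, with none called when adjusted over the list alone; the study chose these on the same pools, which is not independent evidence.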

Consistent with the promoter analyses and literature findings, the mRNA expression of *Klf5 *(a member of the SP1 family) and *Hif1a*, *Smad3 *and *Smad4 *was simultaneously increased by *Stat3 *deletion, indicating the potential transcriptional complex formation among the corresponding transcription factors.

**Table 3:** Enriched TFBS In Genes Differentially Expressed in *Stat3*^Δ/Δ ^mice

*TFBS*	*Count (Diff_Gene)*	*Frequency (Diff_Gene)*	*Count (background)*	*Frequency (background)*	*P*-*Value*	Q-*Value*
V$STAT	863	0.97	786	0.79	4.93E-59	2.29E-56
V$EGRF	850	0.96	757	0.76	2.92E-57	1.35E-54
V$AHRR	706	0.80	544	0.54	4.04E-53	1.87E-50
V$SP1F	857	0.97	789	0.79	2.15E-49	9.96E-47
V$ZF5F	502	0.57	321	0.32	2.18E-48	1.01E-45
V$E2FF	850	0.96	778	0.78	1.30E-47	6.03E-45
V$HIFF	564	0.64	439	0.44	4.66E-30	2.16E-27
V$SREB	513	0.58	425	0.42	2.76E-17	1.28E-14
V$AP2F	492	0.56	420	0.42	4.93E-15	2.29E-12

Note: promoter sequence (-2000 – 0 bps) from 886 out of 1105 differentially genes were available for analysis. The P-Value is calculated using binomial distribution probability. 5 random sets of 1000 mouse gene -2kb promoter regions were used to calculate the background frequency. The Q-Value is calculated using single-step Bonferroni adjustment to control for the multiple comparison effect.

### Pathway analysis revealed known and novel functions of STAT3 in the lung

Pathway enrichment test is an unbiased way to answer the question, ''Are the differentially expressed genes enriched in certain pathways?'' To address this issue, we compared the overlap of differentially expressed genes in *Stat3*^Δ/Δ ^mice with the known biological pathways in KEGG (Kyoto Encyclopedia of Genes and Genomes) using 1) the mouse genome and 2) a list of genes shown to be least changed in response to the *Stat3 *deletion in the gene array as background. Results from both analyses were consistent. 

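Among 34 core genes of the JAK-STAT pathway, the oncostatin M receptor Osmr (-1.10) and the feedback inhibitor Socs3 (-0.78), both known to be induced through STAT3, had the lowest log2 fold changes, and Stat4 (1.43), a mediator of interleukin-12 signals in lymphocytes, the highest. These were named after their values were seen. The list's median was -0.0012, with 17 members above 0 and 17 below, and adjusted over the list alone 1 was lower and none higher, which was 0 with the leading title number as a fixed block, 0 with the replicate block and 0 with any 1 pool left out. In fry's test for changes in either direction, the list had an adjusted p of 0.0391, and did not pass with either block (adjusted p = 0.587 with the leading title number as a fixed block and 0.254 with the replicate block) nor with some of the pools left out (adjusted p up to 0.166). Of 35 WNT pathway genes, 27 lay below 0, with a median of -0.31; it passed camera with a preset correlation (adjusted p = 0.0169; adjusted p = 0.292 with an estimated correlation) and fry's test for either direction (adjusted p = 0.00967). With the leading title number as a fixed block it passed neither (adjusted p = 0.112 in camera and 0.127 in fry's test, which was 0.175 with the replicate block), nor did it with some of the pools left out (adjusted p up to 0.101 and 0.0778). Its median was -0.16 within the shared number and ran from -0.30 to -0.19 with 1 pool left out in turn. Wif1, a secreted WNT inhibitor, led that list with a log2 fold change of -1.37 (standard error 0.29, adjusted p = 0.447 from limma), and was the 1 member that passed when adjusted over the list alone (0 with the number as a fixed block). The median of 17 fibroblast markers, -0.80, lay on the same side. The 30 MAP kinase genes had a median of -0.040 and none passed, also when adjusted over the list alone; its sign turns to 0.0048 with no normalization between arrays. Genes of fatty acid beta-oxidation had a median of -0.069 over 19 members, with 0 at an unadjusted p of at most 0.05 and 0 called by limma when adjusted over the list alone.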

Jak-Stat Signaling Pathway, Apoptosis, Cytokine-Cytokine Receptor Interaction, Insulin Signaling Pathway, Mapk Signaling Pathway, Focal Adhesion, and Wnt Signaling Pathway were among the most enriched pathways identified from the analysis of differentially expressed genes (Table 4). mRNAs mediating steroid biosynthesis and fatty acid metabolism were mostly decreased in *Stat3*^Δ/Δ ^mice. The most overrepresented pathways and the differentially expressed genes associated with those pathways are illustrated in Additional files 2. The finding that known *Stat3 *functions, including the Jak-Stat Signaling Pathway were identified from microarray analysis of *Stat3*^Δ/Δ ^mice type II cells using knowledge integration approaches provides support for the utility of the analysis to detect novel pathways regulated by *Stat3*.

**Table 4:** Enriched Pathways In Genes Differentially Expressed in *Stat3*^Δ/Δ ^mice

*Term*	*Count*	*%*	*P-Value*
Jak-Stat Signaling Pathway	38	3.26	7.56E-09
Apoptosis	24	2.06	5.04E-06
Cytokine-Cytokine Receptor Interaction	43	3.69	2.59E-05
Insulin Signaling Pathway	28	2.40	5.53E-05
Mapk Signaling Pathway	45	3.86	8.51E-05
Focal Adhesion	37	3.17	1.55E-04
Wnt Signaling Pathway	28	2.40	1.68E-04

Overrepresented pathways were identified by comparison the overlap of differentially expressed genes and all genes in MOE430 mouse genome (reference) with the known KEGG pathways. A pathway is considered to be over-represented when a probability P-Value ≤ 0.01 and gene frequency (genes in the pathway/total number of differentially expressed genes) ≥ 2%.

### Stat3 influences protein metabolism in lung type II cells

''Protein metabolism'' was the most enriched biological process (5.83E-10), accounting for 20% of the induced genes caused by the deletion of *Stat3*. 

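Of the 27 ubiquitin genes of Table 5 measured here, 22 had a log2 fold change above 0. Their median was 0.23, against 0.077 for 28 ubiquitin-conjugating enzymes and 0.025 for 33 HECT, CBL and cullin ligases listed before the data were examined. Arih1, a ubiquitin ligase that works with cullins, had a log2 fold change of 0.68 (standard error 0.26, adjusted p = 0.587 from limma). Rbbp6, a ligase that binds the retinoblastoma protein, gave 0.64 (standard error 0.26, adjusted p = 0.617 from limma). The conjugating enzyme Ube2d3 gave 0.59 and the cullin scaffold Cul3 0.46. With the mean of each gene's probe sets Arih1 gave 0.43, Rbbp6 0.065, Ube2d3 0.62 and Cul3 0.56. Usp9x, a deubiquitinase, gave 0.24 for its brightest probe set and up to 1.04 over 7 probe sets, and Ube3a 0.10 and up to 1.01 over 6. No member passed the FDR over all genes and none when adjusted over the list alone, where the study's choice on these pools is in any case not independent evidence. Camera with a preset correlation passed the list (adjusted p = 7.0e-04; adjusted p = 0.46 with an estimated correlation). The conjugating enzymes passed as well (adjusted p = 0.0254; adjusted p = 0.379 with an estimated correlation), neither with some of the pools left out (adjusted p up to 0.0593 and 0.138), and the ligases did not (adjusted p = 0.186). The median of the Table 5 genes was 0.18 within the shared leading title number, -0.013 for Stat3Δ/Δ pool 3 less control pools 1 and 2 and -0.30 for Stat3Δ/Δ pool 3 less control pool 3. The conjugating enzymes had the higher median within the shared number, 0.25. With 1 pool left out in turn the median of the Table 5 genes ran from 0.084 to 0.39, and without Stat3Δ/Δ pool 2 it was 0.084 against 0.096 for the conjugating enzymes. Taking each gene's probe set of smallest p, a choice made on the outcome, moved it to 0.88, and centring arrays on their medians to 0.056; the medians of the enzymes and ligases then turn below 0, to -0.075 and -0.10.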

More than 40 genes encoding proteins involved in protein ubiquitination/ubiquitin cycle were present (Table 5). Of interest, Casitas B-lineage lymphoma b (*Cblb*) was increased 7.3 fold. 

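Cblb, a ubiquitin ligase that restrains receptor signaling, had a log2 signal of 12.03 ± 0.095 (SD, n = 3 pools) in Stat3Δ/Δ cells and 11.77 ± 0.21 (SD, n = 3) in control cells. This is a log2 fold change of 0.25 (standard error 0.25, adjusted p = 0.836 from limma) for its brightest probe set. The 3 probe sets of Cblb ran from 0.25 to 1.23. The brightest gave 0.060 within the shared leading title number, and Stat3Δ/Δ pool 3 less control pool 3 was -0.11.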

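Receptors of the colony stimulating factor family, which drive the growth of granulocytes and macrophages, had a log2 fold change above 0 for each of the 5 measured. Csf3r gave 0.91 (standard error 0.33, adjusted p = 0.572 from limma). Csf2rb gave 0.88 (standard error 0.29, adjusted p = 0.539 from limma), Csf2ra 0.85, Csf2rb2 0.69 and Csf1r 0.31. Fcgr2b, the inhibitory Fc receptor, had a log2 signal of 12.28 ± 0.70 (SD, n = 3 pools) in Stat3Δ/Δ cells and 10.78 ± 0.040 (SD, n = 3) in control cells, a log2 fold change of 1.50 (standard error 0.36, adjusted p = 0.462 from limma); its 5 probe sets ran from -0.55 to 1.50. Fcgr2b, Csf3r, Csf2rb and Csf2rb2 were higher on 3 of 3 Stat3Δ/Δ arrays than on every control array, and none of the 6 genes passed the FDR over all genes. Within the shared leading title number Csf3r gave 0.28, Csf2rb 0.78, Csf2ra 0.55, Csf2rb2 0.70 and Fcgr2b 1.45, while Csf1r turned to -0.15. Without Stat3Δ/Δ pool 2 Csf1r gave 0.0079. The median of 24 macrophage markers, which include Csf1r, was 0.59, and that of 11 neutrophil markers, which include Csf3r, was 0.48.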

CBLB is a member of Cbl ubiquitin ligases (E3) protein family that are tyrosine-phosphorylated in response to a wide variety of receptor mediated stimuli, including epidermal growth factor receptors, cytokine receptors such as colony stimulating factor family receptors (increased 2–3 fold in the *Stat3*^Δ/Δ ^cells) and immune complex receptors such as *Fcgr2b *(increased 2.7 fold). CBLB functions as an adaptor protein that regulates many signal-transduction pathways including JAK-STAT signaling pathways through its ability to interact with critical signaling molecules [22]. 

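Each of the 18 measured genes that the study links to CBLB had a log2 fold change above 0 in Stat3Δ/Δ cells. Cap1, which couples adenylate cyclase to actin, was highest, with a log2 signal of 13.20 ± 0.50 (SD, n = 3 pools) in Stat3Δ/Δ cells and 11.30 ± 1.52 (SD, n = 3) in control cells. Its log2 fold change was 1.91 (standard error 0.68, adjusted p = 0.572 from limma), but 0.049 within the shared leading title number, where control pool 3 lay near the Stat3Δ/Δ pools. The adaptor Crk gave 0.70 (standard error 0.39, adjusted p = 0.727 from limma). Pik3r1, a PI3K regulatory subunit, gave 0.46, the tyrosine kinase Syk 0.39, Pik3c2a 0.25, Prkca, a protein kinase C, 0.13 and the kinase Jak2 0.015. For the brightest probe sets of Prkca and Jak2 the sign turned with arrays centred on their medians, to -0.0083 and -0.14. Within the shared leading title number Jak2 gave -0.090 and Pik3c2a -0.16. Of the 18 genes, 4 lay below 0 within that number. For Stat3Δ/Δ pool 3, 5 lay below 0 less control pools 1 and 2, and 8 less control pool 3. The 4 probe sets of Syk ran from -0.22 to 1.38 and the 3 of Pik3c2a from -0.077 to 1.31. The median of the group was 0.42, and 0.32 within the shared number. None passed the FDR over all genes and 7 were higher when adjusted over the list alone, in a list that the study chose on these pools, which is not independent evidence. With other settings 0 passed when adjusted over the list alone with the leading title number as a fixed block, 2 with the replicate block, 1 with arrays centred on their medians, 1 with no normalization between arrays and 0 by the methods' t-test. That count was 0 without Stat3Δ/Δ pool 2, control pool 1 or control pool 2, 1 without Stat3Δ/Δ pool 1 and 5 without Stat3Δ/Δ pool 3 or control pool 3. The list passed camera with a preset correlation (adjusted p = 1.9e-08; adjusted p = 0.292 with an estimated correlation). The 7 were Cap1, Fcgr2b, Senp2, Csf2ra, Csf2rb, Csf2rb2 and Csf3r. Of these, Csf2ra, Csf2rb, Csf2rb2, Csf3r and Fcgr2b are receptors of myeloid cells, and the medians of macrophage and neutrophil markers were 0.59 and 0.48. The paper states that the purity of the isolates did not differ between the groups. In these values, more myeloid cells in the Stat3Δ/Δ isolates cannot be told apart from a change in type II cells, since no array separates them.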

The expression of genes encoding known CBLB binding partners was significantly increased in type II cells from the *Stat3*^Δ/Δ ^mice, including SYK kinase (increased 4 fold), JAK2 (increased 2.1 fold), PKC (increased 2.6 fold), phosphatidylinositol 3-kinase (*Pik3r1 *increased 1.8 fold, *Pik3c2a *increased 3 fold), adenylate cyclase-associated protein 1 (*Cap1 *increased 5 fold) and *Crk *(increased 2.5 fold). These signaling molecules can in turn modulate various down stream signaling cascades including those mediated by small G-proteins (multiple members of RAS oncogene family were induced 2–3 fold), as well as PI3K/AKT mediated signaling and *Nfat *induction (increased 4.1 fold) [23-27]. 

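Nfat5, a transcription factor of the NFAT family that responds to osmotic stress, had a log2 signal of 10.89 ± 0.56 (SD, n = 3 pools) in Stat3Δ/Δ cells and 10.64 ± 0.12 (SD, n = 3) in control cells. Its log2 fold change was 0.25 (standard error 0.32, adjusted p = 0.878 from limma), and its 6 probe sets ran from -0.62 to 1.35. Rab5b, a small G-protein of early endosomes whose family is named after RAS, gave 1.03 (standard error 0.27, adjusted p = 0.474 from limma); Rab4a, a G-protein of endosome recycling, gave -0.70 (standard error 0.28, adjusted p = 0.617 from limma). Both were named after their values were seen, and neither passed when adjusted over the list of 49 vesicle genes alone.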

CBLB physically interacts with another ubiquitin-protein ligase, NEDD4 (increased 3.8 fold), an interaction that reverses CBLB effects by targeting CBLB for ubiquitination and proteasomal degradation [28]. 

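Nedd4l, the NEDD4-like ubiquitin ligase of Table 5, gave a log2 fold change of 0.25 (standard error 0.25, adjusted p = 0.839 from limma) for its brightest probe set. Its log2 signal was 13.94 ± 0.24 (SD, n = 3 pools) in Stat3Δ/Δ cells and 13.69 ± 0.13 (SD, n = 3) in control cells. The 6 probe sets of Nedd4l ran from -0.28 to 1.17. Nedd4 itself, named after its value was seen, gave 0.58 (standard error 0.29, adjusted p = 0.693 from limma). Stat3Δ/Δ pool 3 lay 0.48 above control pools 1 and 2 for Nedd4l.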

SLIM is a known E3 ubiquitin ligase specifically interacts with activated STAT1 and STAT4, inducing their ubiquitination and degradation [29]. We speculate that CBLB may act in a similar manner to regulate STAT3 signaling. In addition, SUMO1 and SUMO1 specific peptidase 2 were both increased more than 2 fold in *Stat3*^Δ/Δ ^mice. 

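Senp2, a peptidase that matures and removes SUMO, was higher on 3 of 3 Stat3Δ/Δ arrays than on every control array. Its log2 signal was 11.80 ± 0.37 (SD, n = 3 pools) in Stat3Δ/Δ cells and 11.09 ± 0.22 (SD, n = 3) in control cells. The log2 fold change was 0.71 (standard error 0.28, adjusted p = 0.612 from limma), and 0.90 within the shared leading title number. Over 4 probe sets of Senp2 the values ran from -0.18 to 0.88.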

SUMO1 can covalently modify many targets including STAT1 and glucocorticoid receptor NR3C1 (increased 5 fold) and regulate protein stability and transcriptional activity [30]. Taken together, deletion of STAT3 activates a number of molecules regulating protein metabolism, stability and routing, indicating the potential role of ubiquitination and sumoylation in cytokine signaling and STAT3 activation that influences cellular adaptation.

**Table 5:** Genes In Ubiquitin Cycle Were Largely Induced In *Stat3*^Δ/Δ ^Mice

*UniGene ID*	*Fold*	*P-Value*	*Gene Symbol*	*Gene Title*
Mm.328206	7.29	9.98E-04	Cblb	Casitas B-lineage lymphoma b
Mm.260635	4.56	6.34E-03	Axot	Axotrophin
Mm.98668	3.79	6.93E-05	Nedd4l	neural precursor cell expressed, developmentally down-regulated gene 4-like
Mm.276229	3.37	1.41E-03	Fbxo30	F-box protein 30
Mm.258476	3.30	6.58E-03	Tbl1x	transducin (beta)-like 1 X-linked
Mm.28017	3.22	3.62E-03	Fbxw11	F-box and WD-40 domain protein 11
Mm.16974	3.03	1.66E-04	Usp47	ubiquitin specific peptidase 47
Mm.388965	3.01	8.38E-04	Rnf12	Ring finger protein 12
Mm.41711	2.87	1.43E-03	Pja2	Praja 2, RING-H2 motif containing (Pja2), transcript variant 2, mRNA
Mm.214746	2.75	1.78E-03	Fbxl3	F-box and leucine-rich repeat protein 3
Mm.242646	2.75	1.83E-03	Usp9x	ubiquitin specific protease 9, X chromosome
Mm.9002	2.70	6.26E-04	Ube3a	ubiquitin protein ligase E3A
Mm.30051	2.53	4.86E-04	Rnf10	Ring finger protein 10
Mm.362118	2.41	9.26E-04	Sumo1	SMT3 suppressor of mif two 3 homolog 1 (yeast) (Sumo1)
Mm.328135	2.36	3.35E-04	Rfwd2	Constitutive photomorphogenic protein (Cop1)
Mm.290908	2.34	3.27E-04	Birc6	baculoviral IAP repeat-containing 6
Mm.180052	2.34	4.84E-03	Ube2d2	Ubiquitin-conjugating enzyme E2D 2
Mm.391601	2.29	9.75E-03	Ube2d3	ubiquitin-conjugating enzyme E2D 3
Mm.4480	2.25	1.28E-03	Rbbp6	Retinoblastoma binding protein 6 (Rbbp6)
Mm.319512	2.24	5.65E-03	Hip2	huntingtin interacting protein 2
Mm.12665	2.19	1.60E-02	Cul3	cullin 3
Mm.244179	2.12	3.75E-03	Herc1	Hect (homologous to the E6-AP (UBE3A) carboxyl terminus) domain and RCC1 (CHC1)-like domain (RLD) 1
Mm.392272	2.10	4.55E-04	Smurf2	SMAD specific E3 ubiquitin protein ligase 2
Mm.297431	1.95	2.84E-03	Senp2	SUMO/sentrin specific peptidase 2
Mm.253542	1.94	1.53E-02	Rnf138	ring finger protein 138
Mm.235407	1.94	1.32E-02	Ube2v2	ubiquitin-conjugating enzyme E2 variant 2
Mm.392862	1.93	3.54E-03	Arih1	ariadne ubiquitin-conjugating enzyme E2 binding protein homolog
Mm.78312	1.89	1.07E-02	Wwp1	WW domain containing E3 ubiquitin protein ligase 1
Mm.44876	1.84	3.88E-03	Trim2	tripartite motif protein 2

### STAT3 influences phosphate metabolism and protein kinase cascade in lung type II cells

Expression of genes regulating ''Phosphate metabolism'' and ''protein kinase cascade'' were significantly increased in *Stat3*^Δ/Δ ^mice (3.1E-07 and 1.38E-06, respectively), accounting for 7.5% of total induced genes (Table 6). 

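Of the 42 genes of Table 6 measured here, 30 had a log2 fold change above 0, with a median of 0.22. Mpp5, a scaffold of epithelial polarity, had the highest value, 1.05 (standard error 0.35, adjusted p = 0.541 from limma). Camk2d, a calcium-dependent kinase, gave 0.71 (standard error 0.27, adjusted p = 0.587 from limma) and Dclk1, a microtubule-binding kinase, 0.81. At the other end, the WNT inhibitor Wif1 gave -1.37, Kndc1 -1.24 (standard error 0.39, adjusted p = 0.534 from limma) and the ciliary adenylate kinase Ak7 -0.94; the median of ciliated cell markers, which include Ak7, was -0.89. None passed the FDR over all genes, and adjusted over the list alone 1 was lower, Wif1, and none higher (0 with the leading title number as a fixed block and 0 to 1 with 1 pool left out); the study chose the list on these pools, so this is not independent evidence. The list passed camera with a preset correlation (adjusted p = 0.00976; adjusted p = 0.499 with an estimated correlation), but not with some of the pools left out (adjusted p up to 0.366), when its median ran from 0.075 without Stat3Δ/Δ pool 1 to 0.39 without Stat3Δ/Δ pool 3. Within the shared leading title number the median was 0.14, and Stat3Δ/Δ pool 3 less control pool 3 gave -0.20. Each gene's probe set of smallest p gave 0.94, and arrays centred on their medians gave 0.032.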

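None of the kinases that phosphorylate STAT3 passed the FDR. Jak1, which associates with cytokine receptors, was higher on 3 of 3 Stat3Δ/Δ arrays than on every control array, at 14.25 ± 0.19 (SD, n = 3 pools) in Stat3Δ/Δ cells and 13.78 ± 0.28 (SD, n = 3) in control cells on the log2 scale, a log2 fold change of 0.46 (standard error 0.26, adjusted p = 0.736 from limma). Mapk8, the stress kinase JNK1, gave 0.50 (standard error 0.32, adjusted p = 0.759 from limma). Dyrk1a gave 0.28 and Rps6ka3, a ribosomal S6 kinase, 0.19, and Met, the receptor of hepatocyte growth factor, gave -0.046. The probe sets of Jak1 ran from 0.19 to 1.16, those of Mapk8 from -0.17 to 1.14 and those of Dyrk1a from 0.052 to 1.41. Those of Met ran from -0.046 to 1.32 and those of Rps6ka3 from 0.19 to 0.93. The brightest probe sets gave, within the shared leading title number, 0.33 for Jak1, 0.46 for Mapk8, 0.22 for Rps6ka3, -0.063 for Dyrk1a and -0.22 for Met.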

Expression of genes encoding a number of kinase that phosphorylate STAT3 in vivo or in vitro were increased [31-35], including Janus kinase 1 and 2 (increased 3.1 and 2.6 fold, respectively), ribosomal protein S6 kinase polypeptide 3 (*Rps6ka3*, increased 3.1 fold), met proto-oncogene (*Met*, increased 4.2 fold), mitogen activated protein kinase 8 (*Mapk8*, increased 4.7 fold) and Dual-specificity tyrosine-phosphorylation regulated kinase 1a (*Dyrk1a*, increased 2.6 fold). The increased expression of these genes indicates a potential compensatory mechanism related to the lack of activation of STAT3 or its targets.

**Table 6:** Genes In Phosphate Metabolism Were Largely Induced In *Stat3*^Δ/Δ ^Mice

*UniGene ID*	*Fold*	*P-Value*	*Gene Symbol*	*Gene Title*
Mm.188734	8.32	3.47E-05	Adk	Adenosine kinase
Mm.21495	4.70	1.82E-03	Mapk8	Mitogen activated protein kinase 8
Mm.3879	4.69	4.29E-05	Hif1a	Hypoxia inducible factor 1, alpha subunit
Mm.86844	4.18	1.89E-03	Met	Met proto-oncogene
Mm.225505	4.09	2.32E-03	Chka	Choline kinase alpha
Mm.375031	4.02	1.39E-03	Syk	Spleen tyrosine kinase
Mm.327591	3.60	1.26E-03	Cask	Calcium/calmodulin-dependent serine protein kinase
Mm.248647	3.42	2.36E-02	Pi4k2b	Phosphatidylinositol 4-kinase type 2 beta
Mm.255822	3.31	2.08E-04	Camk2d	Calcium/calmodulin-dependent protein kinase II, delta
Mm.25559	3.30	7.41E-03	Stk17b	Serine/threonine kinase 17b (apoptosis-inducing)
Mm.328476	3.15	1.45E-02	Rps6ka3	Ribosomal protein S6 kinase polypeptide 3
Mm.289657	3.14	1.66E-04	Jak1	Janus kinase 1
Mm.3810	3.08	7.64E-03	Pik3c2a	Phosphatidylinositol 3-kinase, C2 domain
Mm.202606	3.04	1.02E-04	Mast4	Microtubule associated serine/threonine kinase family member 4
Mm.309867	2.88	3.93E-04	Ptk9	Protein tyrosine kinase 9
Mm.280125	2.86	3.15E-03	Crk	v-crk sarcoma virus CT10 oncogene homolog (avian)
Mm.272548	2.82	4.37E-04	Etnk1	Ethanolamine kinase 1
Mm.197552	2.74	1.10E-03	Tgfbr1	Transforming growth factor, beta receptor I
Mm.262330	2.66	1.54E-02	Stk3	Serine/threonine kinase 3 (Ste20, yeast homolog)
Mm.295263	2.65	1.43E-03	Dcamkl1	Double cortin and calcium/calmodulin-dependent protein kinase-like 1
Mm.222178	2.57	2.58E-04	Prkca	Protein kinase C, alpha (Prkca), mRNA
Mm.310973	2.56	5.12E-04	Dyrk1a	Dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 1a
Mm.313594	2.50	5.58E-03	Mpp5	Palmitoylated 5 (MAGUK p55 subfamily member 5)
Mm.6710	2.49	3.65E-02	Rock1	Rho-associated coiled-coil forming kinase 1
Mm.440470	2.46	3.16E-03	Crk7	CDC2-related kinase 7
Mm.389061	2.36	1.34E-03	Pftk1	PFTAIRE protein kinase 1 (Pftk1), mRNA
Mm.244236	2.34	8.50E-03	Pkn2	Protein kinase N2
Mm.288141	2.25	7.64E-03	Rp2h	Retinitis pigmentosa 2 homolog (human)
Mm.31672	2.21	4.65E-04	Cdk6	Cyclin-dependent kinase 6 (Cdk6), mRNA
Mm.215171	2.20	5.62E-04	Trpm6	Transient receptor potential cation channel, subfamily M, member 6
Mm.3994	2.18	3.98E-04	Dusp16	Dual specificity phosphatase 16
Mm.136511	2.17	5.10E-04	Tlk1	MKIAA0137 protein
Mm.332231	2.16	3.01E-03	Magi2	Membrane associated guanylate kinase, WW and PDZ domain containing 2
Mm.16340	2.13	1.50E-02	Fgfr2	Fibroblast growth factor receptor 2
Mm.275839	2.13	1.00E-02	Jak2	Janus kinase 2
Mm.393114	2.08	7.62E-04	Csnk1a1	Casein kinase 1, alpha 1
Mm.17918	2.08	7.94E-04	Marcksl1	MARCKS-like 1
Mm.368668	2.06	6.49E-04	Csnk1g3	Casein kinase 1, gamma 3 (Csnk1g3), mRNA
Mm.291936	2.01	8.02E-03	Map4k5	Mitogen-activated protein kinase kinase kinase kinase 5
Mm.35290	-2.00	1.42E-02	Ripk4	Receptor-interacting serine-threonine kinase 4
Mm.36006	-2.39	1.22E-03	Ak7	Adenylate kinase 7
Mm.306163	-2.68	8.63E-03	Prkar1b	Protein kinase, cAMP dependent regulatory, type I beta
Mm.7373	-2.71	1.05E-03	Per1	Period homolog 1 (Drosophila)
Mm.32831	-2.96	2.47E-02	Wif1	Wnt inhibitory factor 1
Mm.44442	-3.76	2.45E-04	Kndc1	Kinase non-catalytic C-lobe domain (KIND) containing 1

### STAT3 influences lipid homeostasis in lung type II cells

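Scap, the escort protein that carries SREBPs to the Golgi for cleavage, had a log2 signal of 12.23 ± 0.41 (SD, n = 3 pools) in Stat3Δ/Δ cells and 12.74 ± 0.14 (SD, n = 3) in control cells. Its log2 fold change was -0.51 (standard error 0.29, adjusted p = 0.734 from limma) for the brighter of 2 probe sets, and 0.56 for the other. Scap gave -0.64 within the shared leading title number, and Stat3Δ/Δ pool 3 less control pools 1 and 2 was -0.087. Among SREBP targets, Fads2, a fatty acid desaturase, gave -1.23 (standard error 0.32, adjusted p = 0.471 from limma). Mvk, mevalonate kinase of sterol synthesis, gave -0.996 (standard error 0.31, adjusted p = 0.534 from limma), and both lay lower on 3 of 3 Stat3Δ/Δ arrays than on every control array. Scap, Fads2 and Mvk did not pass the FDR over all genes.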

Expression of genes encoding sterol regulatory element binding factor 1 and 2 (*Srebf1 *and *Srebf2*), their cleavage activating protein (*Scap*) and multiple SREBP target genes involved in lipid metabolism were decreased in *Stat3*^Δ/Δ ^mice type II cells. As depicted in Figure 1, genes dedicated to the biosynthesis of fatty acid, phospholipid and cholesterol were down regulated, with the exception of 3-hydroxy-3-methylglutaryl-Coenzyme A synthase (*Hmgcs*), which was increased. 

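Of the 23 lipid genes of Fig. 1B measured here, 21 had a log2 fold change below 0, with a median of -0.59, and 13 lay lower on 3 of 3 Stat3Δ/Δ arrays than on every control array. In fatty acid synthesis, the desaturase Fads1 gave -0.89 (standard error 0.26, adjusted p = 0.529 from limma), the rate-limiting carboxylase Acaca -0.62 and Acss2, which makes acetyl-CoA from acetate, -0.81. In sterol synthesis, Dhcr7, the last reductase to cholesterol, gave -0.88 (standard error 0.28, adjusted p = 0.534 from limma), Fdft1 -0.70, the epoxidase Sqle -0.59, Pmvk -0.62 and Fdps -0.38. In phospholipid synthesis, Gpam, which adds the first acyl group to glycerol phosphate, gave -0.68 (standard error 0.25, adjusted p = 0.572 from limma), Cdipt -0.50, Cds2 -0.51 and Ptdss2 -0.35. Hmgcs1, the cytosolic HMG-CoA synthase, had a log2 signal of 14.52 ± 0.67 (SD, n = 3 pools) in Stat3Δ/Δ cells and 14.94 ± 0.55 (SD, n = 3) in control cells, a log2 fold change of -0.42 (standard error 0.42, adjusted p = 0.839 from limma); without the third pool of each group, an alternative chosen after seeing the data, it was 0.25. No gene passed the FDR over all genes and 7 were lower when adjusted over the list alone, which is not independent evidence since the study chose the list on these pools. With other settings 1 passed so with the leading title number as a fixed block and 0 with the replicate block. It was 0 without Stat3Δ/Δ pool 1, Stat3Δ/Δ pool 2, control pool 1 or control pool 2, 8 without control pool 3 and 13 without Stat3Δ/Δ pool 3. Other probe sets gave up to 0.96 for Gpam, 0.64 for Acaca, 0.73 for Fdft1 and 0.80 for Scd2, and the mean of each gene's probe sets turned Gpam to 0.14, Acaca to 0.0073 and Scd2, a desaturase with -0.45 at its brightest probe set, to 0.16. The list passed camera with a preset correlation (adjusted p = 4.2e-07; adjusted p = 0.292 with an estimated correlation). Its median was -0.70 within the shared leading title number, -0.36 for Stat3Δ/Δ pool 3 less control pools 1 and 2 and -0.23 for Stat3Δ/Δ pool 3 less control pool 3. Glycerophospholipid synthesis as a whole, 28 genes listed before the data were examined, had a median of -0.15 and did not pass (adjusted p = 0.346 with a preset correlation).

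**Figure D1:**
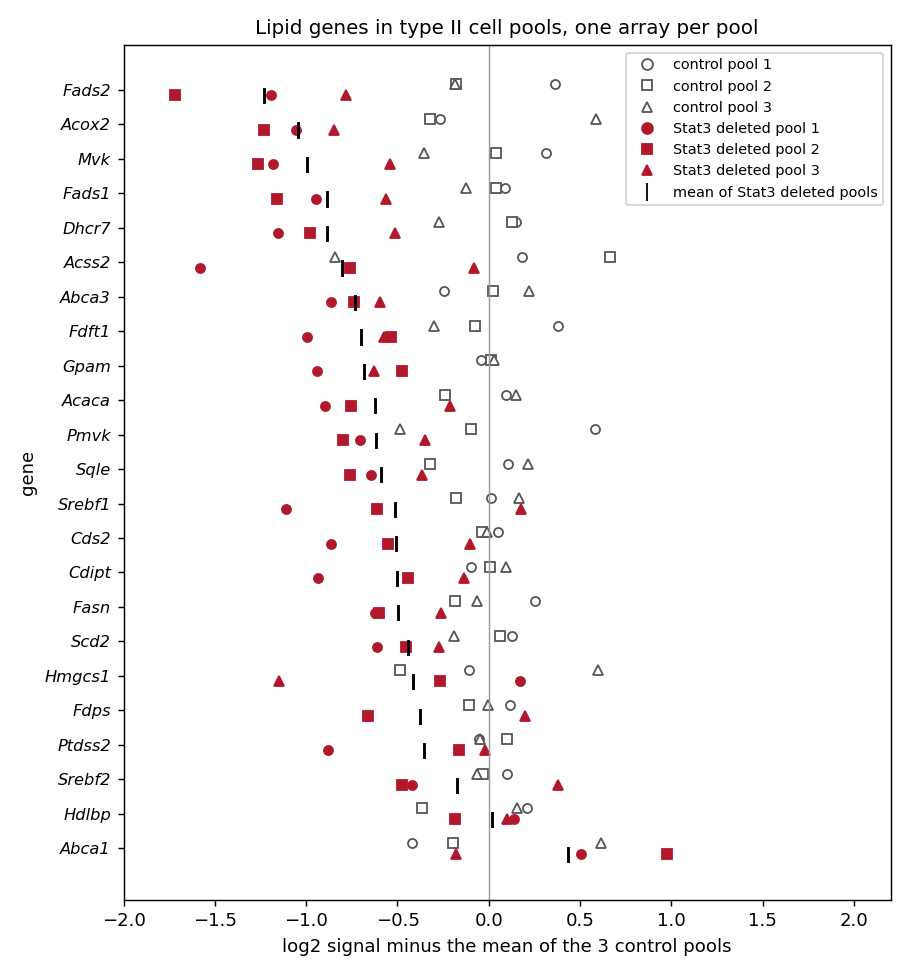
Log2 signal of each of the 23 lipid genes (vertical axis) on each array, minus the mean of the 3 control pools (horizontal axis, log2 units); open symbols are control pools, filled symbols Stat3Δ/Δ pools (Stat3 deleted), and the vertical bar is the mean of the Stat3Δ/Δ pools. The bar lies left of 0 for 21 genes, from -1.23 for Fads2 to -0.17 for Srebf2, and right of 0 for Hdlbp and Abca1; with arrays centred on their medians Hdlbp turns to -0.18.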

HMGCS participates in other metabolic pathways, including valine, leucine and isoleucine degradation (KEGG 00280). This analysis indicates that metabolic pathways regulating fatty acid, phospholipid, and cholesterol biosynthesis were coordinately decreased after deletion of *Stat3 *in type II cells, supporting an important role of STAT3 in regulating lipids biosynthesis in the lung. LDL receptor (*Ldlr*), mediating cholesterol uptake, and ATP-binding cassette A3 (*Abca3*), important for phospholipid transport, lamellar body formation and pulmonary surfactant secretion in alveolar type II cells were decreased in the *Stat3*^Δ/Δ ^mice cells [36-38]. 

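Abca3, the lipid transporter of lamellar bodies, was lower on 3 of 3 Stat3Δ/Δ arrays than on every control array. Abca3 had a log2 signal of 15.11 ± 0.13 (SD, n = 3 pools) in Stat3Δ/Δ cells and 15.84 ± 0.23 (SD, n = 3) in control cells, and its log2 fold change was -0.73 (standard error 0.25, adjusted p = 0.558 from limma), -1.02 within the shared leading title number and -0.48 for Stat3Δ/Δ pool 3 less control pools 1 and 2, and its 3 probe sets ran from -0.73 to -0.39. Surfactant and type II cell genes as a group had a median of -0.026 over 25 genes and none passed the FDR, also when adjusted over the list alone; with arrays centred on their medians it was -0.27. Sftpc, named after its value was seen, whose signal lies near the highest of the arrays, gave -0.012, a level at which a change can be hidden, as for other bright members.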

Recent *in vitro *studies from our group confirmed the direct binding of SREBP1c to the Abca3 promoter (Besnard et.al, submitted for publication). On the other hand, the increased expression of *Abca1*, a key facilitator of cellular cholesterol and phospholipid export [39,40] and high density lipoprotein binding protein (*Hdlbp*), which may function in the removal of excess cellular cholesterol, suggests that cholesterol and phospholipid clearance were induced after deletion of *Stat3*. 

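Abca1, which exports cholesterol and phospholipid from the cell, had a log2 signal of 12.81 ± 0.58 (SD, n = 3 pools) in Stat3Δ/Δ cells and 12.38 ± 0.54 (SD, n = 3) in control cells. The log2 fold change was 0.43 (standard error 0.39, adjusted p = 0.82 from limma), and its 3 probe sets ran from 0.43 to 1.31. Stat3Δ/Δ pool 3 less control pool 3 was -0.80. Hdlbp, a lipoprotein-binding protein, gave 0.018 (standard error 0.27, adjusted p = 0.993 from limma); its 5 probe sets ran from -0.033 to 1.16. Of 12 genes of sterol efflux and LXR targets listed before the data were examined, 7 lay above 0, with a median of 0.069 and none called when adjusted over the list alone. It did not pass camera (adjusted p = 0.124 with a preset correlation), and turned to -0.039 with arrays centred on their medians.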

Adenosine kinase (*Adk*), was increased 8.2 fold. 

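Adk, which phosphorylates adenosine to AMP, is among the abundant mRNAs of these cells, with a log2 signal of 15.82 ± 0.12 (SD, n = 3 pools) in Stat3Δ/Δ cells and 15.74 ± 0.049 (SD, n = 3) in control cells. This is a log2 fold change of 0.074 (standard error 0.23, adjusted p = 0.963 from limma) at its brightest probe set, which turned to -0.069 with no normalization between arrays. Its 6 probe sets ran from 0.0094 to 1.51.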

Cellular role of ADK in lipid metabolism is somewhat controversial [41], *Adk *deficient mice developed neonatal hepatic steatosis and die within 14 days with fatty liver [42]. Increased expression of lipid export genes and decreased expression of genes mediating lipid biosynthesis likely cause a reduction of total lipids level in the type II cells of *Stat3*^Δ/Δ ^mice.

**Figure 1:**
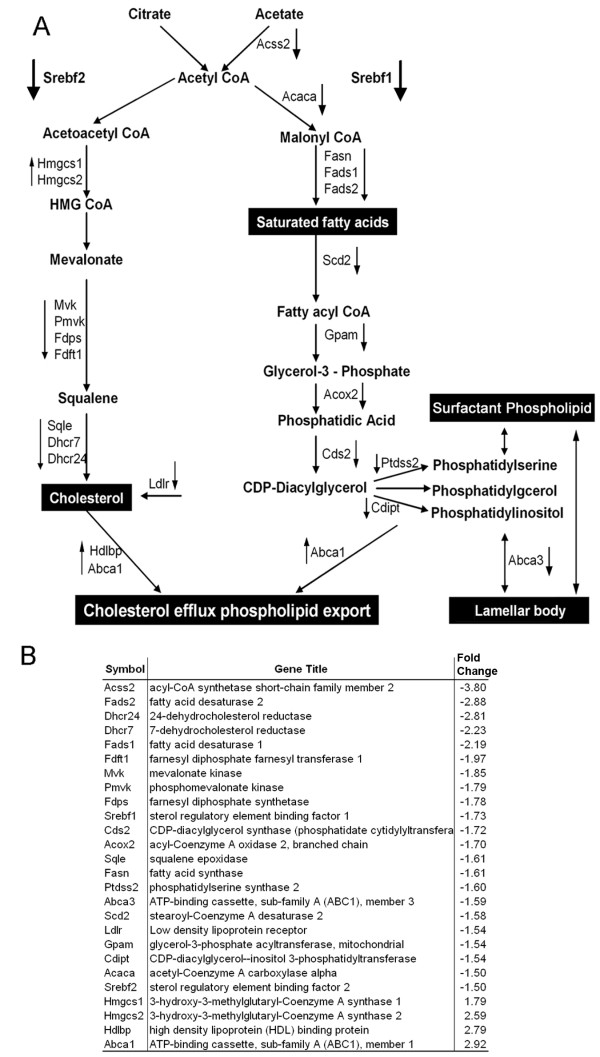
**Genes involved in lipids biosynthesis and clearance pathways were altered in type II cells from *Stat3*^Δ/Δ ^mice**. A. *Srebf1 *and *Srebf2 *regulate genes encoding the major metabolic enzymes in the fatty acid, cholesterol and phospholipids biosynthesis. The arrow (↑) indicates that the mRNA level was induced in *Stat3*^Δ/Δ ^mice; (↓) indicates the mRNA level was reduced in *Stat3*^Δ/Δ ^mice. Gene symbols, descriptions and the expression changes are listed in panel B.

Previous studies demonstrated the susceptibility of *Stat3*^Δ/Δ ^mice to lung injury and death related to surfactant dysfunction [12]. Consistent with our prediction from the present mRNA microarray analysis, the saturated phosphatidycholine (SatPC) content in bronchoalveolar lavage fluid was significantly decreased in *Stat3*^Δ/Δ ^mice (Figure 2). Significantly decreased SatPC synthesis and abnormalities in lamellar body numbers and morphology were also observed in *Stat3*^Δ/Δ ^mice (data not shown). Taken together, a number of genes regulating surfactant lipid homeostasis were altered in type II cells isolated from the Stat3^Δ/Δ ^mice, consistent with biochemical, functional, and morphologic changes in the surfactant system that is exacerbated by oxidant stress [12] or expose to pathogens [13].

**Figure 2:**
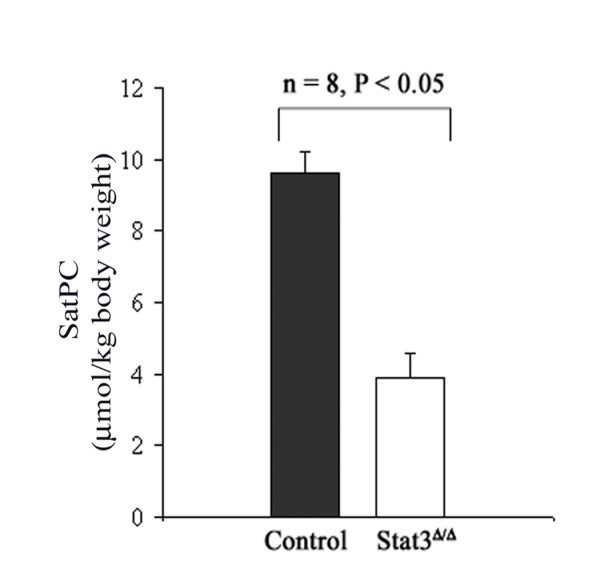
**Surfactant saturated phosphatidylcholine (SatPC)** was significantly decreased in bronchoalveolar lavage fluid from the *Stat3*^Δ/Δ ^mice, n = 8 per group. Aliquots of BALF were extracted with chloroform/methanol (2:1) and SatPC was isolated with osmium tetroxide followed by measurement of phosphorus as described previously [12]. Statistical differences were analyzed by Student t-test.

### Role of Akt in Stat3 regulated lipid metabolism

Our observations support the view that the decrease in SREBP, at least in part, results in decreased expression of genes regulating lipid biosynthesis and metabolism in type II cells from *Stat3*^Δ/Δ ^mice. SREBPs are master regulators of lipid metabolism. The transcriptional targets, and the pathways mediated by SREBP in liver have been well studied [43]. SREBPs are expressed in the developing lung, SREB1c increases in the developing lung concomitantly with the perinatal increase in surfactant and lipid synthesis, surfactant protein and *Abca3 *expression, genes critical for surfactant function.

However, the role of Stat3 in regulating SREBP and associated lipid metabolism in the lung is largely unknown. In the present analysis, we sought to identify mechanisms by which *Stat3 *regulates SREBPs and associated lipid biosynthesis pathways in alveolar type II cells in the lung. The regulation of SREBPs occurs at both transcriptional and post-transcriptional levels. The post-transcriptional regulation requires SCAP. Cre-mediated disruption of *Scap *significantly reduced *Srebf1 and 2 *levels as well as SREBP target gene expression in liver [44]. There are multiple potential STAT sites on the *Scap *promoter. Thus, *Stat3 *may influence lipid biosynthesis through the transcriptional regulation of *Scap*. At transcriptional level, nuclear hormone receptors (*Nr1h2 and Nr1h3*) and Pgc1-alpha and beta are known to regulate SREBPs expression in liver. Increased expression of *Srebf1 *and *Fasn *was associated with increased hepatic triglyceride content in *Stat3 *deficient mice [10,45]. In the present study, expression of SREBP and their down stream targets were decreased in type II cells from *Stat3*^Δ/Δ ^mice (a finding that contrast with the findings in the liver) without changes in other known regulators such as *Nr1h2, Nr1h3*, *Pgc1-alpha *or *Pgc1-beta*, indicating the likely presence of alternative regulatory mechanisms in lung cells.

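Nr1h3, the oxysterol receptor LXR alpha, gave a log2 fold change of 0.12 (standard error 0.30, adjusted p = 0.95 from limma). Nr1h3 had a log2 signal of 10.46 ± 0.33 (SD, n = 3 pools) in Stat3Δ/Δ cells and 10.33 ± 0.37 (SD, n = 3) in control cells. Ppargc1a, a coactivator of mitochondrial genes, gave 0.20 (standard error 0.25, adjusted p = 0.877 from limma) and Ppargc1b, a coactivator of SREBPs, -0.62 (standard error 0.32, adjusted p = 0.706 from limma). Ppargc1b gave -1.15 within the shared leading title number. None of the 3 genes passed the FDR, which at these standard errors does not show that they were equal between the groups.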

We hypothesize that AKT plays an important role in *Stat3 *regulated SREBP expression and associated lipogenesis in lung based on the following observations: 1) Protein and mRNA levels of *Akt *were increased in cells constitutively expressing active *Stat3 *and were reduced after *Stat3 *depletion [46]. STAT3 binds to *Akt1 *promoter was confirmed by ChIP assay [47], suggesting that A *kt *maybe a direct transcriptional target of *Stat3*. AKT, on the other hand, inhibits *Stat3 *transcriptional activity and phosphorylation [48]. 

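Akt2, the AKT isoform that is central to insulin responses, had a log2 signal of 12.11 ± 0.23 (SD, n = 3 pools) in Stat3Δ/Δ cells and 12.87 ± 0.14 (SD, n = 3) in control cells, and its 3 probe sets ran from -0.76 to -0.18. Akt1, named after its value was seen, gave a log2 fold change of -0.39 (standard error 0.27, adjusted p = 0.77 from limma). For Akt2 the difference within the shared leading title number was -0.82, and Stat3Δ/Δ pool 3 less control pools 1 and 2 was -0.53.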

Decreased *Akt *gene expression seen after deletion of *Stat3 *may represent a direct effect of *Stat3 *deficiency or to a negative regulatory response to STAT3 deficiency, 2) AKT activation induces both *Srebf1 *and *Srebf2 *mRNAs and proteins as well as key enzymes in the cholesterol, fatty acid and membrane lipid biosynthesis pathways [49], 3) Multiple lines of evidence suggest that PI3K influences *Stat3 *activation. STAT3 binds directly to the PI3K regulatory subunits [50-52]. 

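The regulatory PI3K subunit Pik3r4 gave a log2 fold change of -0.80 (standard error 0.29, adjusted p = 0.579 from limma), and the catalytic Pik3c2g 1.08 (standard error 0.55, adjusted p = 0.706 from limma); Pik3ca, the catalytic subunit alpha, gave 0.33. These 3 were named after their values were seen. Of 27 genes of the PI3K-AKT pathway listed before the data were examined, 13 lay above 0 and 14 below, with a median of -0.049 and no member passing the FDR, also when adjusted over the list alone. The list did not pass camera (adjusted p = 0.727 with a preset correlation).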

The expression of genes encoding for several PI3K subunits were altered after deletion of *Stat3 *(see Additional file 1), supporting the involvement of PI3K/Akt signaling in *Stat3 *regulated bioprocesses in lung, and 4) Since AKT physically interacts with FOXA2 and regulates FOXA2-dependent transcriptional activity [53], the effects of AKT may be mediated, in part, via *Foxa2. Foxa2 *expression was reduced more than 2 fold in cells from the *Stat3*^Δ/Δ ^mice. 

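Foxa2, a forkhead factor of lung epithelial maturation, was lower on 3 of 3 Stat3Δ/Δ arrays than on every control array. Foxa2 had a log2 signal of 11.83 ± 0.57 (SD, n = 3 pools) in Stat3Δ/Δ cells and 12.80 ± 0.32 (SD, n = 3) in control cells. The log2 fold change was -0.98 (standard error 0.35, adjusted p = 0.57 from limma), -1.56 within the shared leading title number and -0.35 for Stat3Δ/Δ pool 3 less control pools 1 and 2.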

FOXA2 regulates lipid metabolism in both lung and liver [54,55]. Deletion of either *Stat3 *or *Foxa2 *resulting in decreased expression of a number of the overlapping genes that play important roles in surfactant homeostasis including Abca3 [55]. Thus, interactions between AKT and FOXA2 represent another potential mechanism by which lipid metabolism is influenced in *Stat3*^Δ/Δ ^mice.

### Stat3 influences expression of genes mediating apoptosis and cell survival

Many genes modulating apoptosis/cell survival were altered in response to the deletion of *Stat3 *from type II cells, including multiple Bcl-2 family members (*Bcl2, Bcl2l1, Mcl1, Bcl2l11 *and *Bad*), caspase 3 (*Casp3*), FADD-like apoptosis regulator (*Cflar*, also known as Flip), mucosa associated lymphoid tissue lymphoma translocation gene 1 (*Malt1*), prostaglandin-endoperoxide synthase 2 (*Ptgs2*) and nuclear receptor subfamily 3, group C, member 1 (glucocorticoid receptor, *Nr3c1*). 

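Bbc3, a BH3-only protein that promotes apoptosis, had the lowest value of 18 BCL-2 family genes listed before the data were examined, a log2 fold change of -0.86 (standard error 0.24, adjusted p = 0.498 from limma); it was named after its value was seen. Among the genes named by the study, Mcl1, a survival protein, gave 0.0045, Bcl2l11, the BH3-only protein BIM, -0.18, Bad -0.0078 and Bcl2 -0.048. The sign of Mcl1 turned to -0.26 with arrays centred on their medians, and that of Bcl2 to 0.058 with no normalization between arrays. The other probe sets of Bcl2l11 lay above 0, from 0.21 to 0.71, and its brightest gave 0.14 without Stat3Δ/Δ pool 3. Bad gave 0.84 within the shared leading title number and -0.46 without control pool 3. Cflar, which blocks caspase 8, gave 0.12, with 5 probe sets from -0.19 to 0.82. The median of the BCL-2 family was -0.073, and that of 25 caspases, inhibitors of apoptosis and death receptors -0.033. Neither passed camera (adjusted p = 0.712 and 0.843 with a preset correlation), and no member passed the FDR, also when adjusted over the list alone. In fry's test for changes in either direction the BCL-2 family passed (adjusted p = 0.0391), but not with either block (adjusted p = 0.155 with the leading title number as a fixed block and 0.247 with the replicate block) nor with some of the pools left out (adjusted p up to 0.22). Of the 18 apoptosis genes that the study names, 10 lay above 0 and 8 below, with a median of 0.064, -0.051 with arrays centred on their medians and -0.27 for Stat3Δ/Δ pool 3 less control pool 3.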

In depth literature mining identified more apoptosis related genes than did analysis by Gene Ontology annotation. As depicted in Figure 3, our study indicates that STAT3 regulates apoptosis in a complex manner via processes that occur in multiple intracellular locations. Thus, STAT3 appears to serve as key regulator of apoptosis in alveolar type II cells. Among those apoptosis related genes, *Malt1, Ptgs2 *and *Nr3c1 *were strongly induced (> 5 fold in compare with control). 

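Malt1, a paracaspase that relays antigen receptor signals to NF-kappaB, had a log2 signal of 11.59 ± 0.36 (SD, n = 3 pools) in Stat3Δ/Δ cells and 10.96 ± 0.23 (SD, n = 3) in control cells, a log2 fold change with a standard error of 0.28 and an adjusted p of 0.656 from limma. Ptgs2, the inducible cyclooxygenase, gave 0.36 (standard error 0.34, adjusted p = 0.83 from limma), with its 2 probe sets at 0.36 and 1.87. Nr3c1, the glucocorticoid receptor, gave 0.38 (standard error 0.42, adjusted p = 0.853 from limma), and its 6 probe sets ran from -0.65 to 1.37. Malt1 gave 0.57, Ptgs2 0.45 and Nr3c1 -0.075 within the shared leading title number, and in Stat3Δ/Δ pool 3 less control pool 3 they were -0.024, -0.41 and -0.94.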

MALT1 interacts with BCL10 (increased 2 fold in *Stat3*^Δ/Δ ^mice). 

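Bcl10, the partner of MALT1, gave a log2 fold change of 0.23 (standard error 0.25, adjusted p = 0.849 from limma) at its brightest probe set. Its log2 signal was 12.85 ± 0.10 (SD, n = 3 pools) in Stat3Δ/Δ cells and 12.61 ± 0.23 (SD, n = 3) in control cells, and its 4 probe sets ran from 0.058 to 0.79.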

The formation of this complex is essential for NF-kappaB activation that, in turn, play a role in cell survival. IKKB phosphorylates BCL10 in its MALT1 interaction domain, causing BCL10 and MALT1 to disassociate, resulting in attenuation of NFKB signaling and cytokine production [56,57]. PTGS2 also known as COX-2, a key enzyme in prostaglandin biosynthesis, that is highly expressed in alveolar type II cells. The expression of *Ptgs2 *is increased in epithelial tumors, including non-small cell lung and prostate cancers via activation of the IL-6/GP130/*STAT3 *signaling pathway [58]. This pathway could contribute to tumor formation by promotion of tumor cell resistance to apoptosis via inhibitor of apoptosis (IAP)-dependent mechanism [58,59]. Consistent with these observations, *Ptgs2*, *Il6st *and two of the IAP family members (*Birc4 *and *Birc6*) were correspondingly induced in *Stat3*^Δ/Δ ^cells (5.7, 1.7, 3.2 and 2.3 fold respectively). 

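Il6st, the shared receptor chain gp130 of the interleukin-6 family, gave 0.21 (standard error 0.27, adjusted p = 0.877 from limma). Its log2 signal was 14.05 ± 0.13 (SD, n = 3 pools) in Stat3Δ/Δ cells and 13.83 ± 0.36 (SD, n = 3) in control cells. Xiap, the caspase inhibitor that the paper calls Birc4, gave 0.19 (standard error 0.36, adjusted p = 0.93 from limma), and Birc6, a giant ubiquitin-conjugating inhibitor of apoptosis, -0.033 (standard error 0.28, adjusted p = 0.989 from limma). With arrays centred on their medians Xiap was -0.0059. The probe sets of Il6st ran from 0.21 to 1.52, those of Xiap from -0.13 to 1.02 and those of Birc6 from -0.34 to 1.35. The values within the shared leading title number were -0.14 for Il6st, -0.20 for Xiap and -0.019 for Birc6.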

*Nr3c1 *(increased 5.1 fold) encodes a receptor for glucocorticoids that can act as both a transcription factor and as a regulator of other transcription factors. STAT3 and NR3C1 physically interact to mediate effect of glucocorticoid on the IL-6-mediated inflammatory response [60-62]. NR3C1 also interacts with stress-responsive transcription factors (*Hif1a*, increased 4.7 fold), mitogen activated protein kinase 8 (*Mapk8 or Jnk*, increased 4.7 fold) and tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, epsilon polypeptide (*Ywhal*, increased 3.3 fold), a 14-3-3 family of proteins implicated in the pathogenesis of small cell lung cancer [63,64].

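Ywhae, a 14-3-3 adaptor protein, had a log2 signal of 15.33 ± 0.17 (SD, n = 3 pools) in Stat3Δ/Δ cells and 15.44 ± 0.24 (SD, n = 3) in control cells. Its log2 fold change was -0.11 (standard error 0.26, adjusted p = 0.944 from limma), and all 4 of its probe sets lay below 0, from -0.19 to -0.013. Within the shared leading title number the brightest probe set of Ywhae gave 0.23. Hif1a was abundant, at 14.46 ± 0.31 (SD, n = 3 pools) in Stat3Δ/Δ cells and 14.22 ± 0.41 (SD, n = 3) in control cells, and Mapk8 was dimmer, at 10.81 ± 0.50 (SD, n = 3 pools) in Stat3Δ/Δ cells and 10.32 ± 0.21 (SD, n = 3) in control cells.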

**Figure 3:**
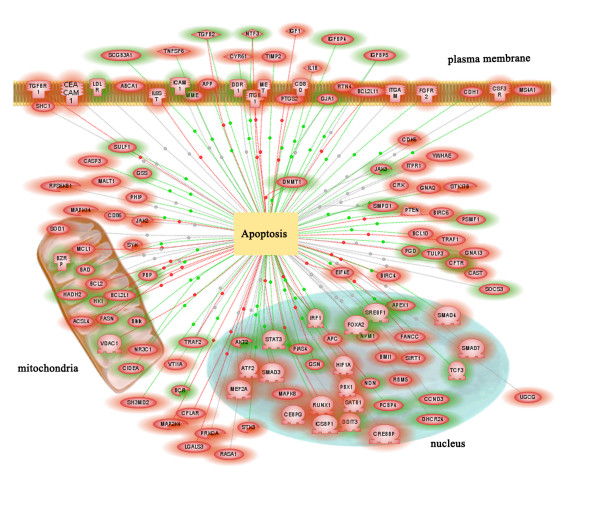
**Genes involved in apoptotic pathways were altered in type II cells isolated from *Stat3*^Δ/Δ ^mice**. Genes associated with apoptosis were identified via literature mining using Pathway Studio 4.0 (Ariadne Genomics, Inc.). STAT3 regulates apoptosis positively and negatively, via processes occurring in multiple intracellular compartments. Genes up-regulated in *Stat3*^Δ/Δ ^mice are framed in red. Genes down-regulated in *Stat3*^Δ/Δ ^mice are framed in green. Each dashed line demarcated with a larger dot linking "apoptosis" and each gene node indicates a regulatory relationship based on the literature references. Regulatory relationships are denoted by line colors (green, positive  regulation; red, negative regulation; and gray, regulation direction is  unknown).

STAT3 is likely to regulate apoptosis by multiple mechanisms including gene transcription. Bcl-xL is the direct transcription target of STAT3[65]. STAT3 can serve as an anti-apoptotic factor by transcriptional up-regulating the expression of Bcl-xL [66]. The decrease of Bcl-xL may represent a direct response to *Stat3 *deletion. 

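Bcl2l1, which encodes the survival protein Bcl-xL, was lower on 3 of 3 Stat3Δ/Δ arrays than on every control array at its brightest probe set. The log2 signal was 12.39 ± 0.11 (SD, n = 3 pools) in Stat3Δ/Δ cells and 12.83 ± 0.12 (SD, n = 3) in control cells. Its log2 fold change was -0.44 (standard error 0.24, adjusted p = 0.714 from limma), -0.37 within the shared leading title number and -0.41 for Stat3Δ/Δ pool 3 less control pools 1 and 2. The 4 probe sets of Bcl2l1 ran from -0.47 to 0.46.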

The fact that expression of Bcl-xL blocked the apoptotic effects of the adenovirus in lung injury suggested that Bcl-xL may mediate the role of STAT3 in the regulation and survival of the respiratory epithelium [13]. The Pi3k-Akt pathway represents a second mechanism by which STAT3 influences cytoprotection. Pi3k-Akt signaling mediates a wide range of down stream targets to regulate apoptosis [67]. For example, AKT phosphorylates multiple Bcl-2 family members, including BAD and Bcl-xL [68], inhibits caspase 3 activation [66] and blocks cytochrome C release from mitochondria [69]. Another mechanism by which STAT3 modulates apoptosis is through protein-protein interactions. Bcl-xL is a direct transcriptional target of STAT3; Bcl-xL interacts with VDAC1 to regulate the outer mitochondrial membrane channel induce apoptosis [70,71]. CASP3 can interact with multiple apoptosis proteins including CFLAR, BIRC4 and 6, BCL2 and APP [72-75]. 

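App, the amyloid precursor protein, was the brightest of these genes, with a log2 signal of 16.21 ± 0.096 (SD, n = 3 pools) in Stat3Δ/Δ cells and 16.23 ± 0.12 (SD, n = 3) in control cells. Its log2 fold change was -0.023 (standard error 0.24, adjusted p = 0.991 from limma), and its 4 probe sets ran from -0.64 to 0.43. The 5 probe sets of Bcl2 ran from -0.50 to 0.52. Cflar had a log2 signal of 11.93 ± 0.54 (SD, n = 3 pools) in Stat3Δ/Δ cells and 11.80 ± 0.066 (SD, n = 3) in control cells, and Stat3Δ/Δ pool 3 less control pools 1 and 2 was -0.48. Vdac1, the mitochondrial channel that binds Bcl-xL, was lower on 3 of 3 Stat3Δ/Δ arrays than on every control array, with a log2 fold change of -0.33 (standard error 0.24, adjusted p = 0.783 from limma).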

The expression of *Casp3 *as well as its interaction partners was induced in *Stat3*^Δ/Δ ^mice. NR3C1 has both pro- and anti-apoptotic effects. NR3C1 physically interact with STAT3, HIF1A, MAPK8, YWHAL [63,64,76]; these stress-responsive transcription factors and signaling molecules were largely induced in the present array from Stat3^Δ/Δ ^type II alveolar epithelial cells. The close transcriptional communication and physical interactions among these transcriptional regulators likely play a critical role in regulating the balance of apoptosis and cell survival. In the present study, effects of STAT3 deletion were assessed in type II epithelial cells purified from the adult mouse lung. mRNA was isolated immediately after isolation to avoid cell culture dependent alteration in gene expression. It is possible that the cells have undergone added cellular stress during protease treatment, isolation and purification, which in turn may influence the expression of genes. Our results support the view that STAT3 regulates the balance between a subset of pro- and anti-apoptotic genes, determining the cell death or survival through multiple mechanisms. Consistent with the present microarray prediction, cleaved caspase-3 and TUNEL positive cells were significantly increased in Stat3^Δ/Δ ^mice following adenoviral infection and the apoptosis can be blocked by expression of Bcl-xL [13].

## Conclusion

Our previous studies demonstrated that Stat3 plays critical role in cyto-protection during lung injury [12,13]. Present data support the role of Stat3 in enhancing epithelial cell survival and surfactant lipid synthesis that contribute to the maintenance of lung function. Deletion of *Stat3 *from type II alveolar epithelial cells induced the expression of the genes regulating protein metabolism, protein transport, chemotaxis and apoptosis while decreasing the expression of genes regulating lipid synthesis and metabolism. Critical to pulmonary function during injury, Stat3 influences the expression of genes regulating surfactant lipid synthesis and surfactant homeostasis including Abca3. As illustrated in Figure 4, the present study identified a complex regulatory network by which *Stat3 *regulates gene expression in type II alveolar cells that is required for cellular homeostasis following injury. STAT3 likely interacts with AKT/FOXA2 in the regulation a number of biological processes in alveolar type II cells, including cell survival/apoptosis, cholesterol and fatty acid biosynthesis required for surfactant homeostasis and lung function.

**Figure 4:**
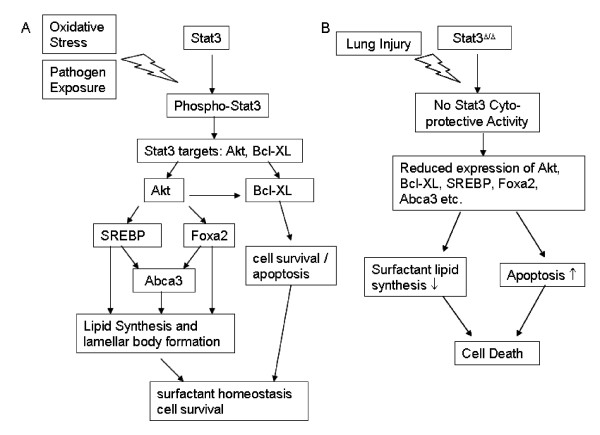
**Schematic representation of the proposed role of Stat3 in cytoprotection of the lung in normal (A) versus *Stat3*^Δ/Δ ^mice (B)**. Stat3 plays critical role in cyto-protection during lung injury [12, 13]. Present data support the role of Stat3 in enhancing epithelial cell survival and surfactant lipid synthesis that contribute to the maintenance of lung function. For simplicity, only representative genes were included.

## Methods

### Transgenic Mice

*SP-C-rtTA/(tetO)7CMV-Cre*/*Stat3*^flx/flx ^triple-transgenic mice were generated as described previously [12]. *Stat3*flx/flx mice were a kind gift of Dr. Takeda (Hyogo College of Medicine, Japan) [8]. In the presence of doxycycline, exon 21 of the *Stat3 *gene is permanently deleted from respiratory epithelial cells prior to birth (*Stat3*^Δ/Δ ^mice) [12]. *Stat3 *deleted transgenic (*Stat3*^Δ/Δ^) and non-deleted littermates (double transgenic,*SP-C-rtTA, or tetO7CMV-Cre *and *Stat3*^flx/flx^) were used for the experiments. Doxycycline was administered to the dams in the food at a concentration of 625 mg/kg (Harlan Teklad, Madison, WI) from embryonic day 0 (E0) to postnatal day 25 (P25), resulting in extensive deletion of *Stat3 *in respiratory epithelial cells [12]. As previously described, deletion of *Stat3 *did not alter lung size, morphology or survival under non-stressed condition [13].

### RNA Extraction

Alveolar type II cells were isolated from 8 weeks old, sex and age matched littermate control and *Stat3*^Δ/Δ ^mice using collagenase and differential plating as described by Rice *et al.*[77]. Type II cells from 3 mice were pooled to obtain one cell pellet. Three independent pools were generated from control and *Stat3*^Δ/Δ ^mice separately for purification of RNA and microarray hybridization. Type II cells were homogenized with TRIzol reagent (Invitrogen, Carlsbad, CA). RNA concentration was measured by spectrophotometer and normalized prior to cDNA synthesis. These cell isolates consist of more than 90% alveolar type II cells with residual alveolar macrophages as the major contaminating cell. Purity was assessed by modified Papanicolaou stain. Purity and number of type II cells isolated from *Stat3*^Δ/Δ ^mice were not different from controls.

### RNA Microarray Analysis

mRNA was extracted from three independent pools of isolated type II cells from adult *Stat3*^Δ/Δ ^and control mice. The cRNA was then hybridized to the murine genome MOE430 (consists of ≈ 45000 gene entries) chips (Affymetrix, Santa Clara, CA) according to the manufacturer's protocol. The RNA quality and quantity assessment, probe preparation, labeling, hybridization and image scan were carried out in the CCHMC Affymetrix Core using standard procedure. RNA quality and quantity were analyzed by spectrophotometer. The A260/A280 ratio was used to determine RNA purity with the acceptable region of 1.9–2.1. Affymetrix Microarray Suite 5.0 was used to scan and quantitate the gene chips under default scan settings. Normalization was performed using the Robust Multichip Average model [78,79]. Data were further analyzed using affylmGUI from R/Bioconductor package [80]. Differentially expressed genes were selected with the threshold of T-Test P-value ≤ 0.05, False Discovery Rate (FDR) ≤ 10% and fold change ≥ 1.5. We prioritized the mRNAs whose abundance consistently changed in multiple probe sets by selecting them without the FDR consideration. Unknown cDNA clones/ESTs and duplicated gene entries were removed from further functional analysis.

### Gene Ontology Analysis

Gene Ontology Analysis was performed using public available web-based tool David (database for annotation, visualization, and integrated discovery) [81]. Overrepresented biological processes were selected at the threshold of Fisher Exact Test P-Value ≤ 0.05 and minimum gene counts belonging to an annotation term ≥ 2%.

### Promoter Analysis: Transcription Factor Binding Sites Search

Promoter sequences of all differentially expressed genes (-2000 bp upstream from the tentative TSS) were retrieved from our database (originally downloaded from UCSC Genome browser) and searched for over-represented TFBS (Transcription Factor Binding Site) in these sequences using MatInspector (Genomatix) using the complete Vertebrate Matrix Library 6.2. The P value is calculated using binomial distribution probability by comparing the matrix match of the promoter regions of differentially expressed genes with the promoters from random mouse genes sets (-2kb for all the promoters). The single-step Bonferroni adjustment is used to control for the multiple comparison effect (i.e., multiplication of p-value by the number of TFBS in Genomatix Vertebrate Matrix Library).

### Pathway Enrichment Test

Overrepresented pathways were identified by comparison the overlap of differentially expressed genes and all genes in MOE430 mouse genome (reference) with the known KEGG pathways. A Fisher's exact test for 2·2 contingency table was used to calculate the statistical significance. A pathway is considered to be over-represented when a probability P value = 0.01 and gene frequency (genes in the pathway/total number of differentially expressed genes) ≥ 2%.

### Literature Mining

Potential protein-protein or protein-DNA interactions were identified using Pathway Studio (Ariadne Genomics) that contains MedScan, an automated text-mining tool to search the entire PubMed and other public sources (The current version database contains more than 15 million Medline abstracts/full text). Gene expression profiling results was imported into the Studio and used to interpret pathways, gene regulation networks, and protein interaction maps.

### Validation of mRNAs

Real-time RT-PCR was used to cross validate changes in a subset of genes from microarray selection. mRNA was extracted from alveolar type II epithelial cells isolated from *Stat3*^Δ/Δ ^and control mice using RNeasy Protect mini kit (Qiagen, Valencia, CA) according to the manufacturer's protocol. RNA concentration was measured by spectrophotometer. cDNA was made with SuperScript First-Strand Synthesis System (Invitrogen, Carlsbad, CA). *Malt1, Rtn4, Reg3g, Bcl2l1, Abca3, Scap, Fasn, Srebf1 and Srebf2 *were detected using primers listed Changes in mRNA were determined in type II cells isolated from *Stat3*^Δ/Δ ^and controls (*n *= 3–4/group). The following primers were used: *Malt1*: forward, TAT CCA GGA GGA CCC CAT GT and reverse, TCT GAT CAA AGC CAG TTA GCA TCAT; Rtn4: forward, AAG TGG AAG GAG TTT GAG AGA GCA and reverse, CTG TCT CAA AGC AGA TGT GAA AGC; *Reg3g*: forward, TGC CAA AAG AGC CCT CAG GA and reverse, TGC CTG AGG AAG AGG AAG GAT TCG; *Bcl2l1*: forward, TCT CTC TCC TCT GTC CAC CCT TG and reverse, TGC CCC TCA GAA GCC AGA AC; *Abca3*: forward, GCA TTG CCC TCA TTG GAG AGC CTG and reverse, TCC GGC CAT CCT CAG TGG TGG G; *Scap*: forward, TGA CCA CAA ACA AGG AGA GC and reverse, CAG GAA CAC CAA ACA GCA AG; *Srebf1*: forward, AAG CCG GGT GGG CGC CGG CGC CAT and reverse, GTC GTT CAA AAC CGC TGT GTC CAG; *Srebf2*: forward, CAT CCA GCA GCC TTT GAT ATA CCA G and reverse, AGG ACC GGG ACC TGC TGC ACC TGT G. *Fasn*: forward, GGA CAT GGT CAC AGA CGA TGA C and reverse, GTC GAA CTT GGA CAG ATC CTT CA. The PCR product was separated by the 1% agarose gel electrophoresis. β-actin was used as the internal control. Taqman Gene Expression Assay were used to confirm the expression of *Akt2, Cdipt, Acox2, Cds2 and Gpam *using Applied Biosystems 7300 Real-Time PCR System and company designed probes (Applied Biosystems). Statistical differences were determined using unpaired Student's t-tests.

## Supplementary Material

Additional file 1 **Genes Differentially Expressed in *Stat3*^Δ/Δ ^Mice**. Additional file descriptions text (including details of how to view the file, if it is in a non-standard format). Click here for file

Additional file 2 **Differentially Expressed Genes In Jak-Stat, Insulin and Wnt Signaling Pathway**. Pathways were downloaded from KEGG website [82]. Each rectangle represents one or multiple gene products. Genes up-regulated in *Stat3*^Δ/Δ ^mice are highlighted in red. Genes down-regulated in *Stat3*^Δ/Δ ^mice are highlighted in blue. Rectangle contains more than one gene products and changes expression in opposite directions are highlighted in yellow. Click here for file

# Supplementary material for: Gene expression and biological processes influenced by deletion of Stat3 in pulmonary type II epithelial cells
**Source:** BMC Genomics. 2007 Dec 10;8:455. doi: 10.1186/1471-2164-8-455
**Supplement:** Additional file 1 — Genes Differentially Expressed in Stat3Δ/Δ Mice. Additional file descriptions text (including details of how to view the file, if it is in a non-standard format).

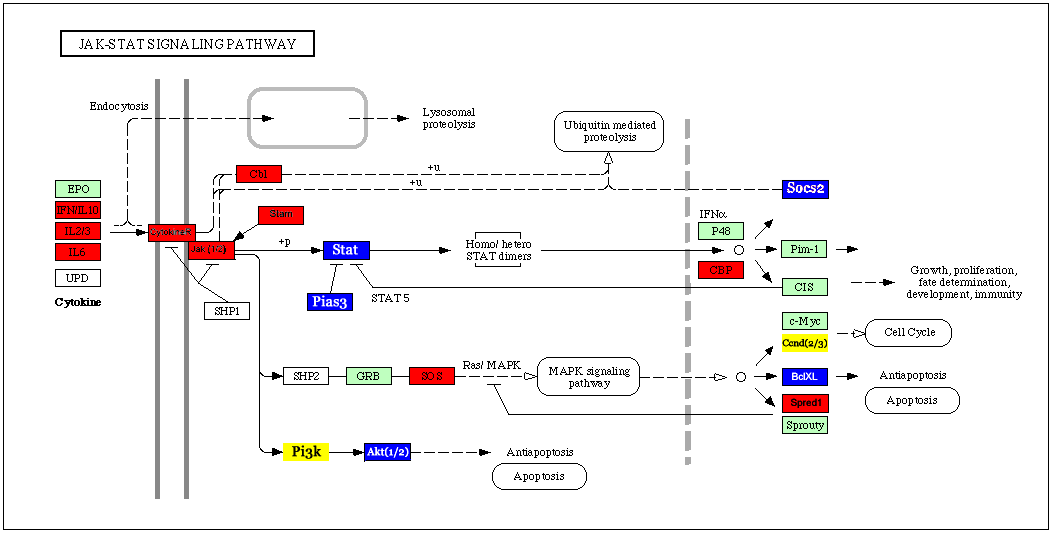

Supplementary Figures 1

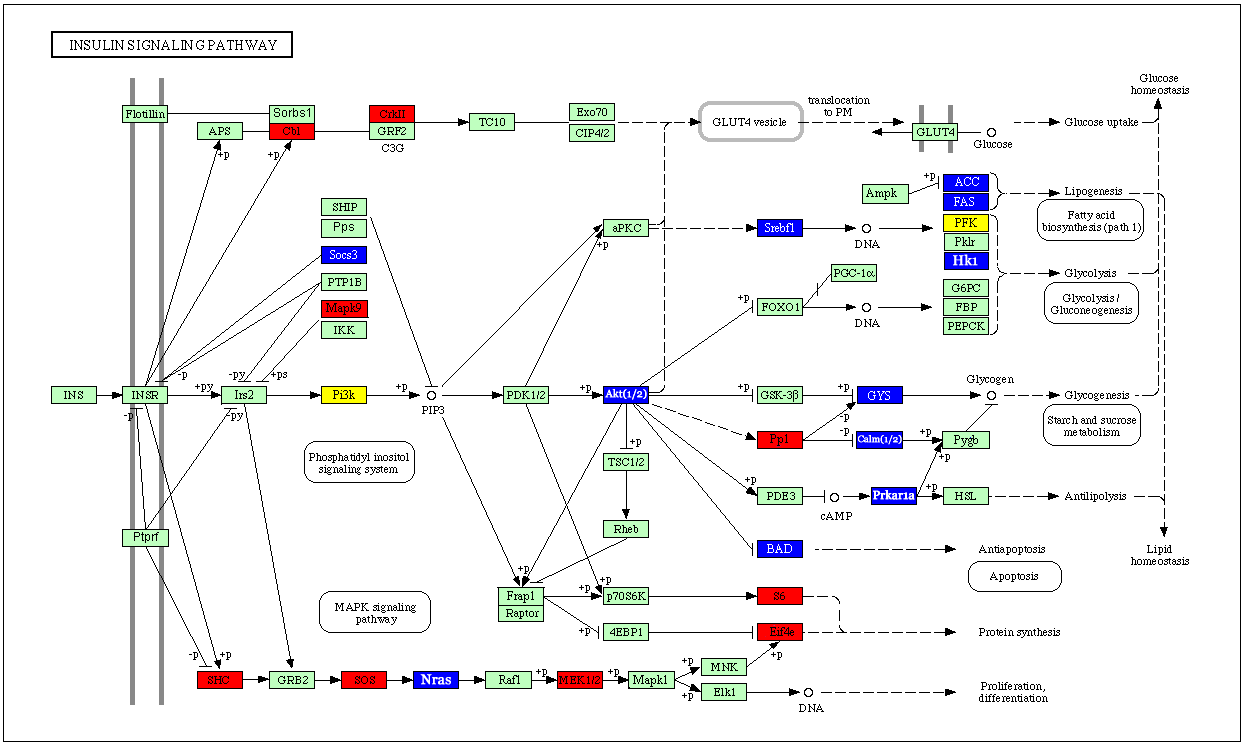

Supplementary Figures 2

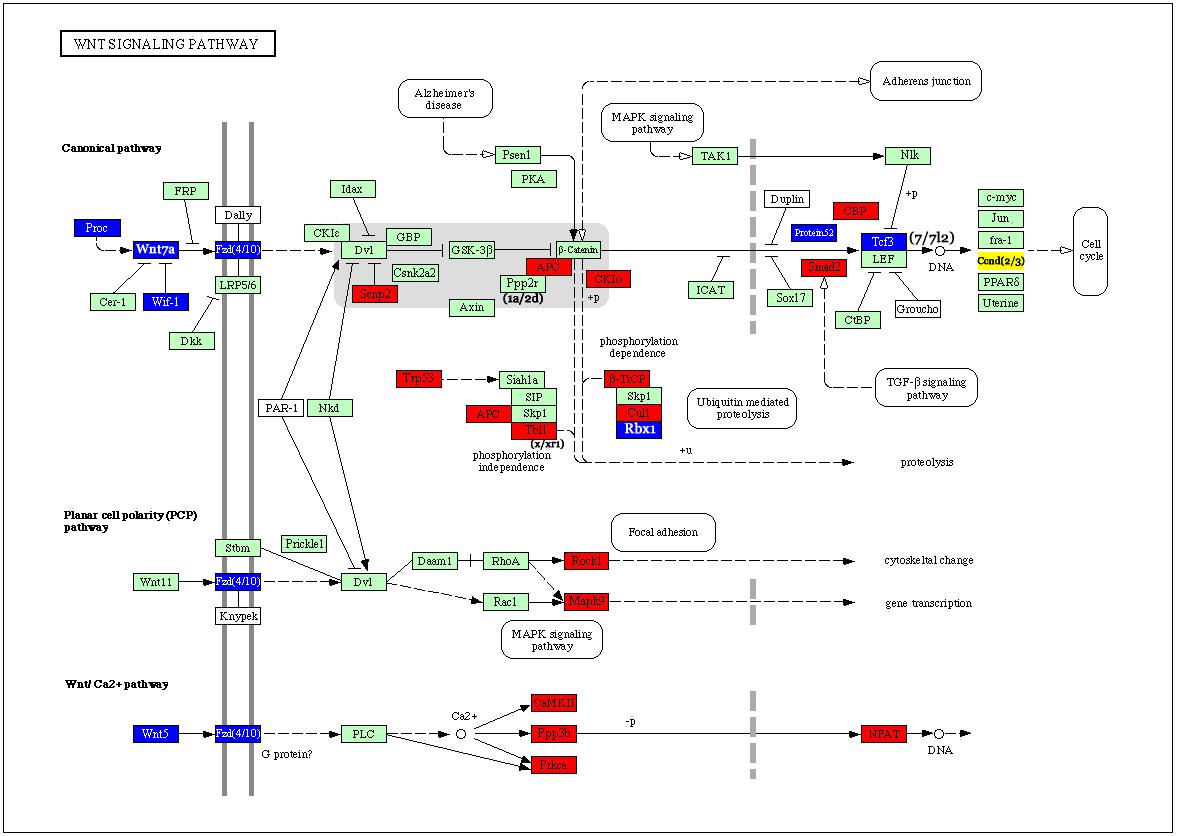

Supplementary Figures 3

How the deposited data were processed for this re-analysis (not part of the article)

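Gene expression was measured in alveolar type II cells of 8 week old Stat3Δ/Δ mice and littermate controls, with 3 pools of 3 mice in each group and 1 MOE430 array for each pool. The values are signal intensities that the authors made with Affymetrix Microarray Suite 5.0 and scaled on each array to a trimmed mean of 1500, as deposited; they are linear and were checked to be above 0, with one 2% trimmed mean on every array and different quantiles. The RMA values on which the paper's tests rest were not used here. Pools were assigned to groups from their titles and source names, with the paper; the description field names the triple-transgenic line for the control pools too, and was taken to describe the whole series.

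Of 45101 probe sets, 64 controls were left out of the tests, and 45037 were tested. The 20th percentile of all signals, 69.9, was added, log2 was taken, and the arrays were quantile normalized. limma 3.58.1 in R 4.3.3 was fitted with a term for the group and empirical Bayes moderation, and p was adjusted by Benjamini and Hochberg over all probe sets. A probe set was called at a p of at most 0.05, an FDR of at most 10% and a fold of at least 1.5. Of the probe sets, 34945 name 1 gene, 932 name several and 9160 none; each of 18193 genes was represented by its probe set with the highest mean, and p was adjusted over these. With 3 arrays against 3, the number of arrays limits the precision. The 3' to 5' ratios of the Actb and Gapdh controls were compared with an exact permutation test.

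The genes named in the text were chosen by a rule written before the data were examined: those that the study names with a value, Stat3, up to 12 called genes with the largest rise and 12 with the largest fall among those that separate the groups on every array, without clone identifiers, and up to 4 called members of each list. The published values had then been seen. Any other gene was chosen after its values were seen, as is said beside it. Gene lists of pathways, of markers of other cells and of the study's own tables, 36 in all, were fixed then as well, and a list of interferon-inducible genes was added later. The members called were counted over all genes and adjusted over the list alone, and lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, at an adjusted p of at most 0.05. Folds of Additional file 1 were compared entry by entry, with no test of overlap, since 1 of its entries is not held here.

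Alternatives changed the pseudocount, the normalization between arrays, a filter on low signal, the test, the variance model, array weights, blocks on the pool number and the title numbers, the thresholds, the choice of probe set and the arrays left out, 1 change at a time. Alternatives chosen after seeing the data were replicates 1 and 2 of each group only and the leading title number as a random block, with a correlation of 0.16. The calls were tested on simulated data, with known changes added to 200 probe sets, and compared over the 10 splits of the arrays into groups of 3. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and the plot with matplotlib 3.10.9. Promoter elements, functional enrichment and RT-PCR were not analysed here, since their inputs were not used. Genes without a probe set that names them alone are not reported here.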

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

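The tests in this part were chosen after the results were seen, apart from the comparison of the numbers called with other splits of the 6 arrays. Iigp1, an interferon-inducible GTPase, and BC023105 rose in Stat3Δ/Δ cells, by 2.97 and 4.52 on the log2 scale above the control pools, the size of the latter depending on the pseudocount, and the paper's text does not discuss them. Of an interferon-inducible list of 58 genes, written after Iigp1, BC023105 and 3 more such genes had been seen and without these, 49 were measured, with a median of 0.33; 9 were higher and 1 lower at an unadjusted p of at most 0.05, and adjusted over the list alone 4 were higher, among them the GTPase Igtp (1.56), and 1 lower, Irf1 (-0.99). The list passed camera with a preset correlation (p = 3.1e-09; p = 0.0606 with an estimated correlation). The real split called 1 probe set and 2 genes and the highest of the other splits 0 and 0; 10 splits are too few for a share under 0.05.

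The leading title number as the cause is argued against by the arrays that share it, within which the list had a median of 0.39, Iigp1 3.04 and BC023105 5.17. More macrophages in the Stat3Δ/Δ pools are argued against for Iigp1 and BC023105, since the largest log2 fold change among macrophage markers was 1.21. For the rest of the list, with a median of 0.33 against 0.59 for macrophage markers, more macrophages cannot be told apart from a rise in the type II cells, since no array separates them. A strain difference between the littermate groups cannot be told apart from the deletion of Stat3 either, since all 3 arrays of each group lie apart, by a log2 gap of 2.37 for Iigp1 and 3.61 for BC023105. The deletion of Stat3 stays open as a biological explanation.

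Markers of cells other than type II cells, which the paper does not analyse, lay apart between the groups. The median was -0.89 for 22 ciliated cell markers (15 lower when adjusted over the list alone), -0.51 for 19 airway secretory markers (6 lower), -0.80 for 17 fibroblast markers (8 lower), -0.78 for 10 mesothelial markers (5 lower) and 0.48 for 11 neutrophil markers (5 higher). All 5 lists passed camera with a preset correlation, at an adjusted p of at most 5.3e-05, and none with an estimated correlation, at an adjusted p = 0.292. The brightest members were Tppp3 (-0.41) of ciliated cells, Gsn (-0.33) of fibroblasts, Krt19 (-0.40) of mesothelial cells, Lcn2 (0.12) of neutrophils and Scgb1a1 (0.012) of airway secretory cells, named after their values were seen. Type II cells express Krt19, Gsn and Lcn2 too; the study picked Foxj1 and Ak7 of the ciliated list, Csf3r of the neutrophil list and Reg3g of the airway list from these pools. The cells were isolated with collagenase and differential plating, a step that removes cells that attach, and the paper states that purity did not differ between the groups and that residual macrophages were the main other cells.

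A lower share of type II cells in the Stat3Δ/Δ pools, with all other cell types raised alike, is argued against. Ciliated markers had a median of -0.89, while macrophage markers lay above 0. A lower share through more macrophages or neutrophils alone is not excluded, since their markers had medians of 0.59 and 0.48 and no array separates the cells. Within the arrays that share the leading title number the medians were -0.67 for ciliated, -0.46 for airway secretory, -0.98 for mesothelial, -0.37 for fibroblast and 0.28 for neutrophil markers. The first 3 lists lay beyond a spread between pools of 0.36, 0.32 and 0.33, on 1 control pool. Stat3Δ/Δ pool 3 less control pool 3, which carry different numbers, gave medians of -0.28, -0.15 and -0.44 for them. With 1 control pool this does not exclude the number as the whole cause. For fibroblast and neutrophil markers the number and the groups cannot be told apart, since the medians lay near or under the spread, 0.41 and 0.28. The first rule, rewritten after the values were seen, had argued against the number for both lists. With the number as a fixed block, the members called when adjusted over the list alone were 0 ciliated, 0 fibroblast, 0 neutrophil, 4 airway secretory and 3 mesothelial; for ciliated markers the median moved from -0.89 to -0.67 while the median standard error grew from 0.31 to 0.39. The ciliated count was 1 without control pool 2, 10 without Stat3Δ/Δ pool 1, 11 without Stat3Δ/Δ pool 2 or control pool 1, 16 without Stat3Δ/Δ pool 3 and 18 without control pool 3; the airway secretory count was 1 without Stat3Δ/Δ pool 1, Stat3Δ/Δ pool 2 or control pool 2, 2 without control pool 1, 7 without control pool 3 and 8 without Stat3Δ/Δ pool 3. Fewer ciliated cells, fibroblasts and mesothelial cells in the Stat3Δ/Δ isolates cannot be told apart from a lower level in each cell, since no array separates them; that 45 of the 49 members of these 3 lists lay below 0 is the pattern itself, and the test was narrowed to these lists, without airway cells, after the values were seen. Fewer airway secretory cells can neither be excluded nor shown, since the brightest genes of that list, Scgb1a1, Cyp2f2 and Cbr2, had a median of 0.010 at a signal near the highest of the arrays. Loss of Stat3 in airway cells of these mice cannot be told apart from a change in cell numbers, since no array separates them; in Stat3Δ/Δ pool 3 less control pools 1 and 2 the ciliated markers had a median of -0.79.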

How the results depend on the processing

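The pool number does not pair the samples by their values, since the correlations of deviations across genes between like-numbered pools were -0.084, -0.0088 and -0.24; with the replicate block, 0 probe sets and 1 gene, BC023105, were called, no gene list passed fry's test for either direction where 13 did without the block, and 2978 probe sets had a p of at most 0.05 and a fold of at least 1.5. The random block of the title code shared by control pools 1 and 2 could not be fitted; the leading title number as a random block, chosen after seeing the data, called 1 probe set and 2 genes. Signals near background limit what can be seen, since the pseudocount of 69.9 pulls their folds towards 0, and the brightest genes of these cells lie near the highest signal that the arrays give. In a test on simulated data, 4% of 50 probe sets changed by 1 log2 unit were called, 54% of those changed by 2, 88% by 3 and 100% by 4, with 10 false calls. Of 129 genes that the rule names, 74 had 1 direction in every alternative set before the data were examined and 55 changed direction in at least 1, 19 of them with the leading title number as a fixed block; of 112 with several probe sets, 50 had probe sets on both sides of 0. The medians of 21 gene lists kept their sign in every alternative run and 15 did not; 653 values under an alternative lay within the spread between pools and 103 did not. Except where fewer arrays, fewer genes or the threshold itself make the difference, the cause of the changes was not tested.

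Against 1 probe set and 2 genes, the calls were 0 and 0 with no pseudocount, 11 and 6 with the pseudocount at the median signal, 2 probe sets with arrays centred on their medians, 15 and 7 with the low-signal filter, which tests fewer probe sets, 0 and 0 by the methods' t-test, 13 and 6 with trend and robust, 2 probe sets with array weights, 0 and 0 with the leading title number as a fixed block, 0 and 1 at an FDR of 5%, and 3767 and 1400 without FDR. Sox2 and Igfbp5, markers of other cells, and Cp, an acute-phase gene, named after their values were seen, were among the genes called with the low-signal filter, with the pseudocount at the median and with trend and robust. Leaving out 1 pool gave 0 to 1 probe set and 0 to 2 genes: 0 of either without Stat3Δ/Δ pool 1 or 2 or any control pool. With replicates 1 and 2 of each group only, chosen after seeing the data, 0 probe sets and 0 genes passed, and 7043 and 2516 without FDR, on fewer arrays. Stat3 at its brightest probe set, -0.71, passed only without FDR (-0.71), also with replicates 1 and 2 only (-0.80). Of the genes of all lists, 0 were called over all genes, against 3 with the pseudocount at the median, with the low-signal filter and with trend and robust, 114 without FDR, and 167 with replicates 1 and 2 only and no FDR. Of 36 lists, 20 passed camera with a preset correlation and 13 with the title number as a fixed block, 16 to 20 with 1 pool left out, and 0 with an estimated correlation in any alternative run. In fry's test for one direction 0 lists passed, against 1 with no pseudocount, with the pseudocount at the median, with no normalization between arrays, with the low-signal filter, with the probe set of smallest p and without probe sets ending in _x_at or _s_at, and 0 to 3 with 1 pool left out, 3 without Stat3Δ/Δ pool 3. In its test for either direction 13 passed, against 7 with median centring, 0 with the replicate block and with the title number as a fixed block, 3 with the mean of probe sets, 33 with the probe set of smallest p, 22 with replicates 1 and 2 only, and 1 to 12 with 1 pool left out, 1 without control pool 1 or 3. The correlation across entries with the folds of Additional file 1, 0.771, was 0.649 with the title number as a fixed block, 0.827 with the mean of probe sets, 0.831 with the probe set of smallest p, 0.815 with replicates 1 and 2 only, and 0.678 to 0.813 with 1 pool left out. The median of all genes, -0.085, was -0.039 with no normalization between arrays and -0.18 with median centring.

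Medians of gene lists that moved by more than the spread between pools are given by alternative. With the leading title number as a fixed block, which leaves the comparison within its shared level, the median was -0.72 for the study's RT-PCR genes, -0.15 for surfactant and type II cell genes, -0.27 for STAT3-induced genes, -0.16 for PI3K-AKT genes, 0.25 for E2 enzymes, -0.16 for WNT genes, 0.18 for type I cell markers, -0.37 for fibroblast markers and -0.093 for endothelial cell markers. With the mean of each gene's probe sets the median was -0.29 for the study's RT-PCR genes, -0.35 for the study's lipid genes, 0.53 for the study's phosphate metabolism genes, 0.25 for the study's apoptosis genes, 0.13 for the study's transcription factors, 0.32 for sterol efflux, -0.21 for STAT3-induced genes, 0.15 for PI3K-AKT genes, 0.21 for HECT, CBL and cullin ligases, 0.12 for MAP kinases, -0.13 for WNT genes, 0.76 for neutrophil markers and 0.097 for type I cell markers. With the probe set of smallest p for each gene, a choice made on the outcome, the median was 0.88 for the study's ubiquitin genes, 0.94 for the study's phosphate metabolism genes, 0.75 for the study's apoptosis genes, 1.04 for the study's CBLB genes, 0.54 for sterol efflux, 0.34 for the JAK-STAT core, 0.25 for PI3K-AKT genes, 0.074 for the BCL-2 family, -0.19 for caspases and death receptors, 0.29 for E2 enzymes, 0.41 for HECT, CBL and cullin ligases, 0.25 for vesicle transport, 0.27 for MAP kinases, -0.32 for immediate-early and heat-shock genes, 0.76 for neutrophil markers, 0.14 for type I cell markers and -1.19 for mesothelial cell markers. With replicates 1 and 2 of each group only, chosen after seeing the data, the median was 0.50 for the study's ubiquitin genes, 0.45 for the study's phosphate metabolism genes, 0.89 for the study's CBLB genes, -0.31 for the study's transcription factors, -0.59 for fatty acid synthesis, 0.12 for the JAK-STAT core, -0.53 for STAT3-induced genes, 0.043 for PI3K-AKT genes, -0.11 for the proteasome, -0.11 for MAP kinases, 0.55 for chemokines, 0.72 for neutrophil markers, -1.21 for ciliated cell markers, -0.57 for endothelial cell markers and -1.16 for mesothelial cell markers. With each array centred on its median alone the median was -0.22 for the study's transcription factors, -0.65 for cholesterol synthesis, -0.32 for glycerophospholipid synthesis, -0.30 for beta-oxidation, -0.27 for surfactant and type II cell genes, -0.13 for the JAK-STAT core, -0.18 for PI3K-AKT genes, -0.23 for the BCL-2 family, -0.17 for caspases and death receptors, -0.075 for E2 enzymes, -0.10 for HECT, CBL and cullin ligases, -0.092 for vesicle transport, -0.14 for MAP kinases, -0.38 for immediate-early and heat-shock genes, -0.39 for WNT genes and -0.14 for type I cell markers. With no normalization between arrays the median was -0.13 for surfactant and type II cell genes, 0.0048 for MAP kinases, -0.24 for immediate-early and heat-shock genes and -0.25 for WNT genes. With array weights the median was 0.0031 for MAP kinases and 0.76 for neutrophil markers. With the pseudocount at the median signal the median was -0.23 for WNT genes. With the low-signal filter the median was 0.76 for neutrophil markers. With 1 pool left out in turn, medians ran from -0.71 to -0.38 for the study's RT-PCR genes, 0.37 to 0.70 for the study's CBLB genes, -0.66 to -0.46 for cholesterol synthesis, 0.0033 to 0.23 for sterol efflux, -0.032 to 0.13 for the JAK-STAT core, -0.40 to -0.25 for STAT3-induced genes, -0.044 to 0.023 for PI3K-AKT genes, -0.20 to -0.00053 for the BCL-2 family, -0.14 to 0.018 for MAP kinases, 0.17 to 0.54 for chemokines, -0.24 to -0.046 for immediate-early and heat-shock genes, -0.30 to -0.19 for WNT genes, 0.38 to 0.71 for neutrophil markers, -0.13 to 0.11 for type I cell markers, -1.16 to -0.56 for fibroblast markers and -0.52 to -0.19 for endothelial cell markers.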

Differences from the paper's values

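The paper reports 1105 genes as altered, 791 increased and 314 decreased, at a p of at most 0.05, an FDR of at most 10% and a fold of at least 1.5, with mRNAs changed in multiple probe sets taken without the FDR. At those thresholds, without the exception for multiple probe sets, the values here give 2 genes, 2 increased and 0 decreased. Of 22 alternatives set before the data were examined, only the one without FDR came within 1.5 times the paper's total, with 1400 genes. At the brightest probe sets 391 of these were increased and 1009 decreased. Over all probe sets this alternative gave 1865 higher and 1902 lower, and over the other probe sets of the genes 974 higher and 569 lower. The total of 1400 is not the paper's set: of 971 genes of Additional file 1 measured here, it calls 198, against 2 at the paper's thresholds. Other alternatives call up to 7 genes, among them Cp, Sox2 and Igfbp5, with the pseudocount at the median, the low-signal filter, and trend and robust.

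Folds were compared for 80 genes of the paper's text, tables and Additional file 1, as signed folds of Stat3Δ/Δ over control, and 52 differed. These lay further from the paper's log2 fold than the pooled SD between pools of the brightest probe set. That bar is narrow: Bcl2l1 (-0.44 against the paper's -0.62, standard error 0.24) and Fads1 (-0.89 against -1.13, standard error 0.26) lay within 1 standard error. Each alternative was judged by the same SD, also where it used another probe set. For genes without a fold in the text, the paper's folds are from Additional file 1. The opposite direction to the paper's, with none of the 22 alternatives within the paper's fold, was found at the brightest probe set for Rtn4 -1.03 (the paper's 4.86), Met -1.03 (the paper's 4.18), Ywhae -1.08 (the paper's 3.3) and Hmgcs1 -1.33 (the paper's 1.83). For Rtn4 and Malt1 the paper also reports an increase by RT-PCR (Table 1), which was not analysed here. On the log2 scale Rtn4 and Ywhae turned to the paper's direction with the title number as a fixed block, to 0.17 and 0.23. Rtn4 also did so with the mean of probe sets (0.42) and the probe set of smallest p (1.16). Without Stat3Δ/Δ pool 2 Rtn4 gave 0.0064, and without control pool 2 it gave 0.069. Met turned to the paper's direction with array weights (0.11), without Stat3Δ/Δ pool 3 (0.11) and without control pool 3 (0.12). It also did so with the mean of probe sets (0.64) and the probe set of smallest p (1.32). Hmgcs1 did so in none of the 22 alternatives. The brightest probe set of App, for which the paper gives 1.52, lies near the highest signal of the arrays, where a change can be hidden, so no direction is read from it. With the paper's direction, and none of the 22 alternatives within the paper's fold, were Malt1 1.55 (the paper's 6.27), Cblb 1.19 (the paper's 7.29), Nedd4l 1.19 (the paper's 3.79), Usp47 1.02 (the paper's 3.03), Adk 1.05 (the paper's 8.32), Mapk8 1.41 (the paper's 4.70), Hif1a 1.19 (the paper's 4.69), Chka 1.17 (the paper's 4.09), Syk 1.31 (the paper's 4.02), Rps6ka3 1.14 (the paper's 3.15), Jak1 1.38 (the paper's 3.14), Prkca 1.09 (the paper's 2.57), Per1 -1.52 (the paper's -2.71), Nfat5 1.19 (the paper's 4.1), Nr3c1 1.30 (the paper's 5.1), Ptgs2 1.28 (the paper's 5.7), Xiap 1.14 (the paper's 3.2), Bcl10 1.18 (the paper's 2), Hdlbp 1.01 (the paper's 2.79), Klf5 1.30 (the paper's 4.89) and Cflar 1.09 (the paper's 2.58). These folds depend on the probe set. Judged by its own SD, the probe set of smallest p came within the paper's fold over all 6 arrays for Hif1a, Chka, Rps6ka3, Ptgs2, Xiap and Bcl10. The brightest probe set lay against the paper's direction for 8 genes, a count that includes App, from which no direction is read. Of these, 7 had another probe set in the paper's direction, all but Ywhae. Of the 52 genes 49 have several probe sets, and another than the brightest came within the paper's fold, by its own spread between pools, over all 6 arrays for 25 and with replicates 1 and 2 only for 42, a choice made after seeing the values. On these 4 arrays such a probe set gave a log2 fold change of 2.29 for Rtn4, 1.94 for Met, 2.51 for Ptgs2, 2.19 for Hif1a, 1.86 for Nedd4l and 2.06 for Chka, where the paper's folds are 2.28, 2.06, 2.51, 2.23, 1.92 and 2.03 on that scale.

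The others came within the paper's fold in the alternatives named for each and in no other of the 22. Bcl2l1 -1.36 (the paper's -1.54) did so with median centring. Srebf2 -1.13 (the paper's -1.50) and Fdps -1.30 (the paper's -1.78) did so with median centring, array weights, the title number as a fixed block and Stat3Δ/Δ pool 3 left out. Cds2 -1.42 (the paper's -1.78) did so with median centring, the title number as a fixed block and Stat3Δ/Δ pool 3 left out. Ube3a 1.07 (the paper's 2.70), Birc6 -1.02 (the paper's 2.34), Pik3c2a 1.19 (the paper's 3.08), Dyrk1a 1.21 (the paper's 2.56), Jak2 1.01 (the paper's 2.13), Csnk1a1 1.16 (the paper's 2.08), Abca1 1.35 (the paper's 2.92), Smad4 1.02 (the paper's 1.52), Mcl1 1.003 (the paper's 1.65) and Bcl2l11 -1.13 (the paper's 2.28) did so with the probe set of smallest p. Crk 1.62 (the paper's 2.86) and Acss2 -1.75 (the paper's -3.80) did so with Stat3Δ/Δ pool 3 left out and control pool 3 left out. Kndc1 -2.37 (the paper's -3.76) did so with no pseudocount, array weights, Stat3Δ/Δ pool 3 left out and control pool 3 left out. Il6st 1.16 (the paper's 1.7) and Iigp1 7.82 (the paper's 5.35) did so with the mean of probe sets. Fads1 -1.85 (the paper's -2.19) did so with no normalization between arrays, median centring, array weights, the title number as a fixed block, Stat3Δ/Δ pool 3 left out and control pool 3 left out. Scd2 -1.36 (the paper's -1.58) did so with no normalization between arrays, median centring, Stat3Δ/Δ pool 3 left out and control pool 3 left out. Smad3 -1.08 (the paper's 1.61) did so with the mean of probe sets and the probe set of smallest p. Bad -1.005 (the paper's -1.57) did so with median centring, array weights and control pool 3 left out. Csf1r 1.24 (the paper's 1.80) did so with array weights, the mean of probe sets, the probe set of smallest p, Stat3Δ/Δ pool 1 left out, Stat3Δ/Δ pool 3 left out and control pool 3 left out. BC023105 22.97 (the paper's 13.66) did so with the pseudocount at the median and Stat3Δ/Δ pool 2 left out. Foxj1 -2.08 (the paper's -2.92) did so with median centring, array weights, Stat3Δ/Δ pool 2 left out, Stat3Δ/Δ pool 3 left out and control pool 3 left out. With replicates 1 and 2 of each group only, an alternative chosen after seeing the values, 15 of the 52 came within the paper's fold (Bcl2l1, Srebf2, Cds2, Pik3c2a, Crk, Jak2, Kndc1, Acss2, Fads1, Fdps, Scd2, Abca1, Bad, Csf1r and Foxj1), and without FDR it calls 471 and drops 500 of the 971 genes of Additional file 1.

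Of the genes of Table 1, 13 of 14 had the paper's direction; of Table 5, 22 of 27, with a median log2 fold change of 0.23 against the paper's 1.23; and of Table 6, 36 of 42, with 0.22 against the paper's 1.32. The fold of BC023105, whose signal is low in control cells, depends on the pseudocount, and only a large rise can be said. For Stat3 the fold here is -1.64 and the paper's is -1.74, which do not differ by the criterion given above. The paper describes Srebf1 and Srebf2 as significantly reduced and the kinases that act on STAT3 as increased. Here Srebf1 gave -0.52 and Jak1 0.46, without passing the FDR, and Akt2 (-0.75) and Abca3 (-0.73) had the paper's direction. For Srebf1 the paper's RT-PCR (Table 1) also gives a reduction, the direction found here.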

Other observations

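Gene lists in this part were fixed before the data were examined; the tests of the leading title number and of the arrays behind the folds of Additional file 1 were chosen after the results were seen, as was the count of lists in fry's test over the splits, and the rules by which the number was judged were rewritten after its values were seen. Of 31 genes known to be induced through STAT3 or in the acute phase, 25 had a log2 fold change below 0 in Stat3Δ/Δ cells, with a median of -0.41. The list did not pass camera with an estimated correlation (adjusted p = 0.319) nor fry's test for one direction (adjusted p = 0.0844). Members called when adjusted over the list alone went both ways. Cp, which encodes the ferroxidase ceruloplasmin, gave -2.07 (standard error 0.29, adjusted p = 0.377 from limma) and was lower on 3 of 3 Stat3Δ/Δ arrays. Steap4, a metalloreductase, gave -1.22 (standard error 0.33, adjusted p = 0.484 from limma), and Nnmt, an amide methyltransferase, -1.22. The transcription factor Junb gave -0.95 (standard error 0.30, adjusted p = 0.534 from limma), and the chains of fibrinogen, Fga and Fgg, gave 2.24 and 2.38, above 0, while the third chain, Fgb, gave -0.068. No member passed the FDR over all genes, and adjusted over the list alone 6 were lower and 3 higher. The list passed camera with a preset correlation (adjusted p = 0.0159; adjusted p = 0.319 with an estimated correlation) and fry's test for changes in either direction (adjusted p = 7.2e-04). With the leading title number as a fixed block it passed neither (adjusted p = 0.136 in camera and 0.0714 in fry's test); with some of the pools left out it did not pass camera (adjusted p up to 0.0564) and with each it passed fry's test (adjusted p up to 0.0205). Its median was -0.27 within the shared leading title number and -0.37 for Stat3Δ/Δ pool 3 less control pools 1 and 2. These members were named after their values were seen.

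Of 33 immediate-early and heat-shock genes, which respond within minutes to cell handling, 22 lay below 0, with a median of -0.14. The transcription factors Egr3 (-0.99), Egr1 (-0.91) and Klf2 (-0.81) and the early gene Ier2 (-0.97), named after their values were seen, were among 6 with an unadjusted p of at most 0.05, and adjusted over the list alone limma called 0. It did not pass camera (adjusted p = 0.143 with a preset correlation) and passed fry's test for changes in either direction (adjusted p = 0.0461), but not with either block (adjusted p = 0.119 with the leading title number as a fixed block and 0.175 with the replicate block) nor with any 1 pool left out (adjusted p from just above 0.05 to 0.335). Markers of type I cells had a median of -0.0074 (1 lower when adjusted over the list alone, Scnn1g), those of endothelial cells -0.31, of lymphocytes 0.32 (1 higher, Klrd1) and of erythroid cells -0.58 over 4 genes. Of 24 macrophage markers 22 lay above 0 and 5 had an unadjusted p of at most 0.05, with 0 called when adjusted over the list alone, against 2 with the leading title number as a fixed block, 9 with trend and robust and 11 with array weights; the list passed camera with a preset correlation (adjusted p = 4.5e-10; adjusted p = 0.292 with an estimated correlation).

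The genes that the study lists as increased and as decreased were compared along the leading title number. Over 704 increased entries measured here the median log2 difference was 0.28 over all 6 arrays, 0.24 within the arrays that share the number, -0.00055 for Stat3Δ/Δ pool 3 less control pools 1 and 2, and -0.35 for Stat3Δ/Δ pool 3 less control pool 3, where 29.0% lay above 0. Over 293 decreased entries these medians were -0.67, -0.61, -0.44 and -0.072, where 58.7% lay below 0. The number and the deletion of Stat3 cannot be told apart for either set, since the study chose the genes on these arrays, which by itself draws these medians towards the study's direction, and only 1 Stat3Δ/Δ pool lies outside the shared number. The first rules, since rewritten, had gone with the number as the cause for the increased set and against it for the decreased set. The split of Stat3Δ/Δ pools 1 and 2 with control pool 3 from the rest gave 5865 probe sets at a p of at most 0.05 and a fold of at least 1.5, against 3767 for the real split, which points to a structure of the samples. With the leading title number as a fixed block 1390 probe sets were higher and 1378 lower at these thresholds. Of the gene lists, 20 passed camera with a preset correlation in the real split and 14 at most in another; fry's test for either direction passed 13 in the real split and 14 in that of Stat3Δ/Δ pools 1 and 2 with control pool 3, and 10 splits are too few for a share under 0.05. With the leading title number as a fixed block, the members called when adjusted over the list alone were 2 against 5 for the study's RT-PCR genes, 1 against 7 for the study's lipid genes, 0 against 1 for the study's phosphate metabolism genes, 0 against 7 for the study's CBLB genes, 0 against 2 for fatty acid synthesis, 0 against 1 for the JAK-STAT core, 5 against 9 for STAT3-induced genes, 3 against 4 for chemokines, 0 against 1 for WNT genes, 2 against 0 for macrophage markers, 0 against 5 for neutrophil markers, 0 against 1 for lymphocyte markers, 0 against 15 for ciliated cell markers, 4 against 6 for airway secretory markers, 0 against 1 for type I cell markers, 0 against 8 for fibroblast markers and 3 against 5 for mesothelial cell markers; with the replicate block they were 2 for the study's RT-PCR genes, 2 for the study's CBLB genes, 6 for STAT3-induced genes, 3 for chemokines, 4 for neutrophil markers, 13 for ciliated cell markers, 5 for airway secretory markers, 8 for fibroblast markers and 4 for mesothelial cell markers, and 0 for the rest. With 1 pool left out in turn they ran from 0 to 10 for the study's RT-PCR genes, 0 to 13 for the study's lipid genes, 0 to 1 for the study's phosphate metabolism genes, 0 to 5 for the study's CBLB genes, 0 to 3 for cholesterol synthesis, 0 to 5 for fatty acid synthesis, 5 to 8 for STAT3-induced genes, 0 to 1 for caspases and death receptors, 0 to 5 for chemokines, 0 to 5 for immediate-early and heat-shock genes, 0 to 1 for WNT genes, 0 to 2 for macrophage markers, 2 to 5 for neutrophil markers, 0 to 2 for lymphocyte markers, 1 to 18 for ciliated cell markers, 1 to 8 for airway secretory markers, 0 to 2 for type I cell markers, 5 to 9 for fibroblast markers, 4 to 6 for mesothelial cell markers and 0 to 1 for erythroid markers. With the number as a fixed block, camera with a preset correlation no longer passed the study's ubiquitin genes, the study's phosphate metabolism genes, STAT3-induced genes, vesicle transport, WNT genes, neutrophil markers and lymphocyte markers, and with either block fry's test for either direction passed 0 lists. For at least 1 of the pools left out, camera with a preset correlation no longer passed the study's ubiquitin genes, the study's phosphate metabolism genes, fatty acid synthesis, STAT3-induced genes, E2 enzymes, the proteasome, vesicle transport, WNT genes and lymphocyte markers, and fry's test no longer passed any of the lists it had passed but STAT3-induced genes.

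Across 997 entries of Additional file 1 that match a gene measured here, 971 genes in all, log2 fold changes had a Pearson correlation of 0.771 and a Spearman correlation of 0.649 with those here, and 867 (87.0%) had the paper's direction; genes are not independent replicates, and the arrays are the paper's own. The median over increased entries was 0.28 here and 1.14 in the paper, and over decreased entries -0.67 and -0.96. Of 49 combinations of the arrays, Stat3Δ/Δ pools 1 and 2 against control pools 1 and 2 had the smallest median distance to the paper's log2 folds at each gene's brightest probe set, 0.312, and all 6 arrays had 0.656. At the probe set of each gene nearest to the paper's fold, a choice made on the outcome, these were 0.109 and 0.295, with the same 4 arrays nearest. That these 4 arrays weigh most in the paper's folds is therefore a candidate explanation of the differences in size, as a hypothesis found and tested on one set of values. Over these 4 arrays, at the brightest probe sets, the medians were 0.62 for increased and -0.98 for decreased entries. On them, the leading title number and the groups cannot be told apart, since each number then holds arrays of 1 group only.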
